# Arginine methylation of the p30 C/EBPα oncoprotein regulates progenitor proliferation and myeloid differentiation

**DOI:** 10.1016/j.isci.2024.111199

**Published:** 2024-10-18

**Authors:** Linh T. Nguyen, Karin Zimmermann, Elisabeth Kowenz-Leutz, Dorothea Dörr, Anja Schütz, Jörg Schönheit, Alexander Mildner, Achim Leutz

**Keywords:** biochemistry, cell biology, transcriptomics

## Abstract

The transcription factor CCAAT enhancer binding protein alpha (C/EBPα) is a master regulator of myelopoiesis. *CEBPA* encodes a long (p42) and a truncated (p30) protein isoform from a single mRNA. Mutations that abnormally enhance expression of p30 are associated with acute myelogenous leukemia (AML). We show by mutational analysis that three highly conserved arginine residues in the p30 C/EBPα N-terminus, previously found to be methylated, are involved in myeloid lineage commitment, progenitor proliferation, and differentiation. The conservative amino acid substitution with lysine that retains the amino acid side chain charge enhanced progenitor proliferation, while a non-conservative substitution with uncharged side chains (alanine, leucine) impaired proliferation and enhanced granulopoiesis. Analysis of protein interactions suggested that arginine methylation of p30 C/EBPα differentially determines interactions with SWI/SNF and MLL complexes. Pharmacological targeting of p30 C/EBPα arginine methylation may have clinical relevance in myeloproliferative and inflammatory diseases, in neutropenia, and in leukemic stem cells.

## Highlights

• C/EBPα p30 dependent myelopoiesis is regulated by arginine methylation (Rme)
• p30 mutations mimicking Rme promote myeloid differentiation
• p30 mutation mimicking un-methylated R support proliferation
• p30 Rme affects interactions with MLL and SWI/SNF complexes

## Introduction

The C/EBPα transcription factor (TF) is an essential regulator of hematopoietic stem cell and progenitor biology. C/EBPα regulates myeloid lineage commitment, establishes the innate immune system from hematopoietic stem cells (HSC) and multipotential progenitors (MPP) and is a crucial factor in myeloid leukemogenesis. Dysregulated expression and mutations of the *CEBPA* gene are associated with acute myelogenous leukemia (AML) and neutropenia.^1^^,^^2^^,^^3^^,^^4^

*CEBPA* is a single-exon gene and produces a single mRNA, which encodes two divergent protein isoforms, the full length p42 and the truncated p30 C/EBPα. Translation of these variants can be initiated from alternative start sites in the same mRNA reading frame through the regulatory function of a small upstream open reading frame (uORF), located in the 5′ region of the mRNA.^5^ Both isoforms induce myeloid lineage commitment of MPPs, yet p42 C/EBPα causes terminal cell differentiation and cell-cycle arrest while p30 C/EBPα sustains progenitor proliferation.^6^

Approximately 7–15% of AML patients carry mutations in the *CEBPA* gene that enable expression of p30 C/EBPα but abrogate expression or function of wild type (WT) full length p42 C/EBPα. The function of dysregulated p30 C/EBPα as a driver oncoprotein was experimentally confirmed by targeted mouse genetics.^7^ Mice and early progenitor cells that is deficient for both, p42 and p30 C/EBPα, lack granulocyte macrophage progenitors (GMP) and neutrophils, and are resistant to experimentally induced AML.^8^^,^^9^ Expression of only the truncated p30 C/EBPα isoform from the murine *Cebpa* gene locus rescues GMP commitment and causes expansion of a myeloid progenitor population with complete leukemogenic penetrance.^10^ Thus, the p42 and p30 C/EBPα isoforms display overlapping and antagonistic functions balancing myelopoiesis but the precise mechanism by which p30 encompasses both, lineage commitment and leukemogenic conversion remains elusive.

Both p42 and p30 C/EBPα isoforms contain identical C-terminal basic DNA binding and leucine-zipper dimerization domains (bZip) and bind to the same regions in genomic DNA.^11^ What distinguishes the two C/EBPα isoforms is that p30 lacks parts of the p42 N-terminal tripartite transactivation domain (TAD, consisting of transregulatory elements TE1-TE3) and retains only TE3. Both C/EBPα isoforms interact with a plethora of proteins and protein complexes, but surprisingly, their interactomes are not only quantitatively but also qualitatively distinguished, suggesting discrete regulatory capacity.^12^^,^^13^

The N-terminal regions of all CEBP-family members feature intrinsically disordered regions (IDR), comprising assemblies of conserved short linear motifs (SLiM) and molecular recognition elements (MoREs) that serve as multivalent combinatorial protein-protein interaction (PPI) modules to define their interactomes. The PPI modules and the flexible linker regions contain a plethora of post-translational modifications (PTM) that kaleidoscopically fine-tune the interactomes and determine the resulting C/EBP biology.^12^^,^^14^^,^^15^ In C/EBPα, acetylation of specific lysine residues, for example K298 and K302, affects granulopoiesis while methylation of R35 directs the velocity of chromatin re-modeling and the acquisition of alternative myeloid cell fates.^16^^,^^17^

Previously, we showed that the side chains of three highly conserved arginine residues in the N-terminus of p30 C/EBPα (human R142, 149, 156; here, rat R140, 147, 154) are targets of methylation and affect the protein interactome.^12^ Here, we used mutational analysis to examine whether an amino acid side chain exchange affects p30 C/EBPα biology. Our data suggest that PTMs of arginine side chains in p30 C/EBPα critically regulate the isoform’s dichotomous activity in lineage commitment and progenitor expansion and may thus suite as future therapeutic targets.

## Results

### Transdifferentiation capacity of p30 C/EBPα

The truncated isoform p30 C/EBPα is implicated in myeloid cell lineage commitment, early GMP expansion, and leukemogenicity.^6^^,^^7^^,^^13^ Figure 1A depicts an overview of the C/EBPα isoforms, the critical arginine residues R140, 147, 154 reside within *trans*-regulatory element III (TEIII), and the retroviral gene transfer constructs used in this study. A lymphoid-myeloid transdifferentiation (LMT) system was employed as a versatile tool to examine the relationship of C/EBP structure and function. The LMT system is based on v-Abl transformed mouse pre-B cells that are deficient for *Cebpa* and *Cebpb* genes (dKO-B, also termed B cells in the text), which was previously shown to prevent experimental complications due to cross regulation with endogenous *Cebp* genes.^18^^,^^19^ We infected dKO-B cells with retroviral pMSCV-based EGFP-tagged p42 or p30 C/EBPα constructs. Cells expressing EGFP (GFP^+^) were then examined by cytofluorometric analysis of CD11b surface antigen expression as an indicator of myeloid transdifferentiation (see further) and loss of the B cell marker CD19 (data not shown) to monitor conversion into myeloid cells, as schematically depicted in Figures 1B and S1A.

**Figure 1:**
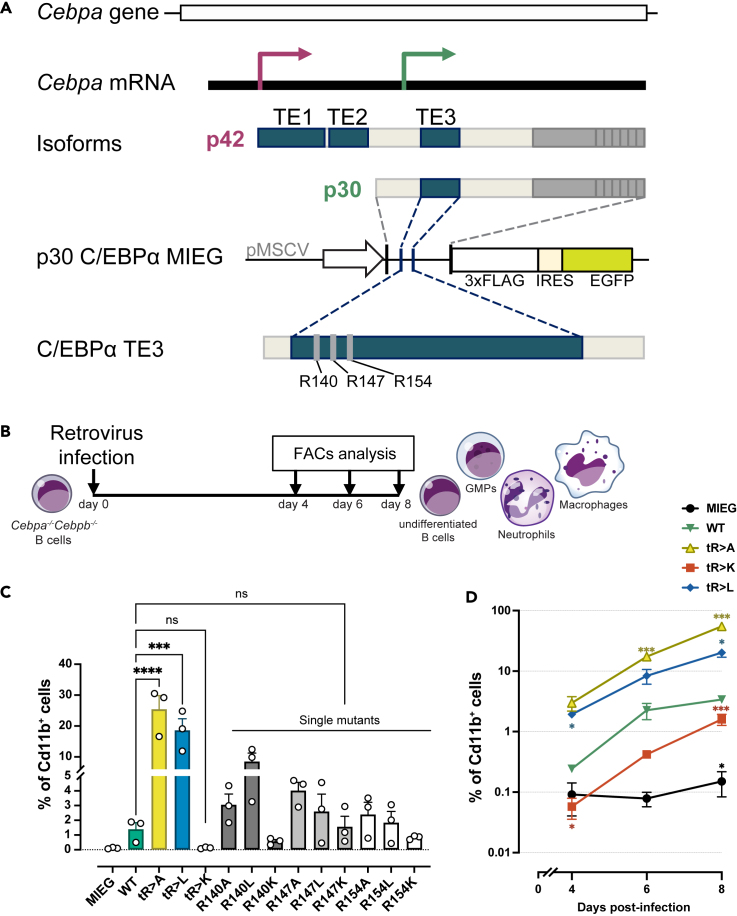
Lymphoid-myeloid transdifferentiation by WT and mutant p30 C/EBPα (A) Overview of the C/EBPα gene, mRNA, protein isoforms, and p30 C/EBPα expression constructs used in this study. The *trans*-regulatory elements (TEs) and the critical arginine residues R140, 147, 154 are depicted. The empty vector pMSCV-IRES-EGFP (MIEG) was used as control. Three arginine residues (R) of interest are shown. (B) Schematic representation of the LMT assay. *Cebpa*^*−/−*^*Cebpb*^*−/−*^ v-Abl transformed B cells (dKO-B cells) were retrovirally infected with constructs of interest. Aliquots of cell pools were harvested at indicated time points and analyzed by flow cytometry. (C). Percentage of transdifferentiated myeloid CD11b^+^ cells induced by single and triple mutants after 6 days post-infection (pi). Data are shown as mean ± SEM, significance was determined by one-way ANOVA analysis followed by Dunnett’s multiple comparisons test, *n* = 3, significance between WT p30 C/EBPα and mutants are shown. ∗*p* ≤ 0.05, ∗∗*p* ≤ 0.01, ∗∗∗*p* ≤ 0.005, ∗∗∗∗*p* ≤ 0.001. (D) Percentage of CD11b^+^ cells at various time points. Data are shown as mean ± SEM, significance was determined by two-way ANOVA analysis followed by Dunnett’s multiple comparisons test, *n* = 4. Significance of comparisons to WT p30 C/EBPα and mutants are shown by asterisks in matching color, ∗*p* ≤ 0.05, ∗∗*p* ≤ 0.01, ∗∗∗*p* ≤ 0.005, ∗∗∗∗*p* ≤ 0.001.

As shown in Figures 1C and S1B, LMT conversion occurred quickly and profoundly after expression of p42 C/EBPα and slowly and sparsely with p30 C/EBPα, but not in controls. Cells that were transdifferentiated by p42 C/EBPα disappeared after 4–8 days due to arrest of proliferation, whereas p30 C/EBPα transdifferentiated myeloid cells persisted and accumulated over time (Figures S1B and S1C). These data confirm the capacity of p30 C/EBPα to induce myeloid lineage commitment without showing the growth inhibitory effect of p42 C/EBPα.

Next, we explored whether the three consecutive N-terminal arginine residues in p30 C/EBPα, previously found to be methylated, were involved in transdifferentiation and proliferation control. The arginine residues R140, R147, R154 of p30 C/EBPα were replaced individually or in combination by alanine (A), leucine (L), or lysine (K). The effect on transdifferentiation of WT and mutant p30 C/EBPα was then compared, as shown in Figure 1C. In comparison to WT p30 C/EBPα, the triple mutants, tR > A and tR > L p30 C/EBPα, strongly enhanced the conversion into myeloid CD11b^+^ cells, while transdifferentiation by the triple tR > K mutant was impaired. The single site p30 C/EBPα mutants revealed that individual arginine side chain exchanges already, yet incrementally, altered transdifferentiation, in line with the stronger effects exerted by the triple mutants. Although transdifferentiation by tR > K p30 was impaired, prolonged cultivation of tR > K p30 C/EBPα infected cells still stably maintained a small population of CD11b^+^ myeloid cells, as shown in Figure 1D.

The data suggest that the lineage commitment and differentiation capacity of p30 C/EBPα is gradually regulated by modifications of three N-terminal arginine residues. Overall, the triple mutants strongly augmented the phenotypes, as seen by the individual amino acid replacements, suggesting that the three respective side chains function in co-operation.

### Transcriptomic profiling of p30 C/EBPα transdifferentiated cells

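v-Abl-transformed mouse pre-B cells in which both Cebpa and Cebpb are deleted received the empty retroviral vector (MIEG) or a vector carrying WT, tR > A, tR > L or tR > K p30 C/EBPα. Cells that expressed the EGFP of the vector were sorted on day 4 after infection, and bulk mRNA was sequenced from 4 libraries in each of the 5 groups. The libraries were made from 1 µg of RNA and read as paired ends of 75 bases. The authors aligned the reads to mm10 with STAR 2.7.9a, counted reads per gene with HTSeq and divided the counts of each library by a DESeq2 size factor. The resulting normalized counts cover 28677 genes.

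Because each library was divided by 1 factor, its values are whole multiples of what 1 read is worth. All values (100%) came out whole within 0.02 reads, which gave back the depth. Reads in genes per library ranged from 16884491 to 25471761 for MIEG (median 22612799) and from 9905092 to 24168989 for WT (median 21007776). The ranges were 17700735 to 26391060 for tR > A (median 19501950), 17556142 to 27485050 for tR > L (median 19357324) and 17380944 to 22630383 for tR > K (median 20804955). Transcripts encoded by the mitochondrial genome took 2.92% to 18.0% of the reads of a library (median 7.03%).

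Groups were compared with limma on log2(normalized count + 1), in 1 fit over the 20 libraries. The tests were two-sided and adjusted by Benjamini-Hochberg within each of the 10 pairwise comparisons. Tested were the 13605 genes with a value of at least 10 in at least 4 libraries. A gene was called at an adjusted p of at most 0.05 and a fold change above 2, the thresholds of the paper. Fold changes on this scale understate the change of low genes. limma called 1679 genes in at least 1 comparison, DESeq2 on the recovered reads called 1783 and edgeR called 1702.

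The paper says that the quadruplicates were harvested in different batches, and its text does not say which library came from which batch. When all 3888 ways of splitting the libraries into 2 sets with 2 libraries of each group were compared, 1 of them held 28.9% of the variance within groups, against 27.3% for the next and a median of 5.83%, so the sets are not sharply set apart from the next split. The first of its sets holds MIEG libraries 1 and 2, WT libraries 7 and 8, tR > A libraries 11 and 12, tR > L libraries 15 and 16 and tR > K libraries 19 and 20, which took 9.56% of their reads from the mitochondrial genome, against 5.61% in the other 10 libraries (SD 3.7 and 1.71). A fit with these sets as a block was added after the data were seen. Since the sets were chosen from the values, p-values of that fit are too small.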

To further delineate the cellular characteristics of transdifferentiated cells generated by WT and mutant variants of p30 C/EBPα, we isolated GFP^+^ cells at day 4 post-infection (p.i.) and subjected them to bulk RNA sequencing analysis (Figure 2A). 

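Cebpa (ENSMUSG00000034957) lies on chromosome 7 of mm10 from 35119293 to 35121928. Reads from the coding sequence in the vectors are counted at this gene, whose own copies are deleted in these cells. Its normalized count was 8.26 ± 10.4 (SD, n = 4 libraries) with MIEG, 8033 ± 1771 with WT, 7868 ± 1383 with tR > A, 6865 ± 1410 with tR > L and 7629 ± 1203 with tR > K. The log2 fold change from MIEG lay between 10.18 for tR > L and 10.40 for WT (standard error 0.47, highest adjusted p = 2.07e-11 from limma). The largest difference between any pair of constructs was that of tR > L from WT, a log2 fold change of -0.22 (standard error 0.47, adjusted p = 0.966 from limma, and p = 0.286 by a two-sided exact permutation test). Without tR > L library 13 the largest such difference was 0.14 in size, and without WT library 6 it was 0.36. Cebpb was too low to be tested, with a normalized count of 11.0 ± 6.08 with MIEG and at most 3.35 on average in any group that carried a construct.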

Transcriptomic expression of the C/EBPα constructs was in a same range with negligible difference (Figure S2A). 

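Scube3, Ly6f, Gm36120 and the B cell chemokine receptor gene Cxcr5 had the most negative weights on the first principal component, and Cebpa itself, Rab7b, Atp2b2 and 9130015A21Rik the most positive. Among the 12 genes at each end were also the B cell genes Ly6d and Jchain and the myeloid genes Ccl9, Cd33, S100a9 and Lyz2. On the 500 most variable genes this component held 58.1% of the variance and put the groups in the order MIEG, tR > K, WT, tR > L and tR > A. Mean scores were -50.6 ± 3.99 (SD, n = 4 libraries) for MIEG, -17.4 ± 2.83 for tR > K, 9.03 ± 3.02 for WT, 18.4 ± 6.92 for tR > L and 40.6 ± 4.76 for tR > A. In 9 of the 10 pairs of groups all libraries of one group scored above all libraries of the other (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow, adjusted p = 0.0317). The exception was tR > L against WT, with a difference of 9.39 (exact permutation test, p = 0.0857).

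The second component held 9.95% of the variance. Mean scores on it were 15.9 ± 7.57 (SD, n = 4) for tR > K, 3.47 ± 3.14 for WT, 0.711 ± 17.8 for tR > L, -8.62 ± 11.2 for tR > A and -11.4 ± 3.05 for MIEG. The libraries did not overlap between tR > K and MIEG, tR > K and WT, tR > K and tR > A, and WT and MIEG, each with p = 0.0286 by the exact permutation test and an adjusted p of 0.0714. Igfbp5, Sparc and Slc1a3, genes strongly expressed in astroglia, had high weights on it, and so had Cebpa (0.139) and Rab7b (0.118). Stfa1, Ryr2 and Igsf6 had the most negative weights on this component. Within groups, its scores and the astroglial score of the libraries gave r = 0.968 (Pearson, permutation p = 1e-05, adjusted p = 2e-05, 0.95 without the 2 farthest libraries) and rho = 0.947 (Spearman, permutation p = 3e-05, adjusted p = 6e-05, 4 relations computed). The 2 scores share genes, so this relation is not independent evidence.

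**Figure D1:**
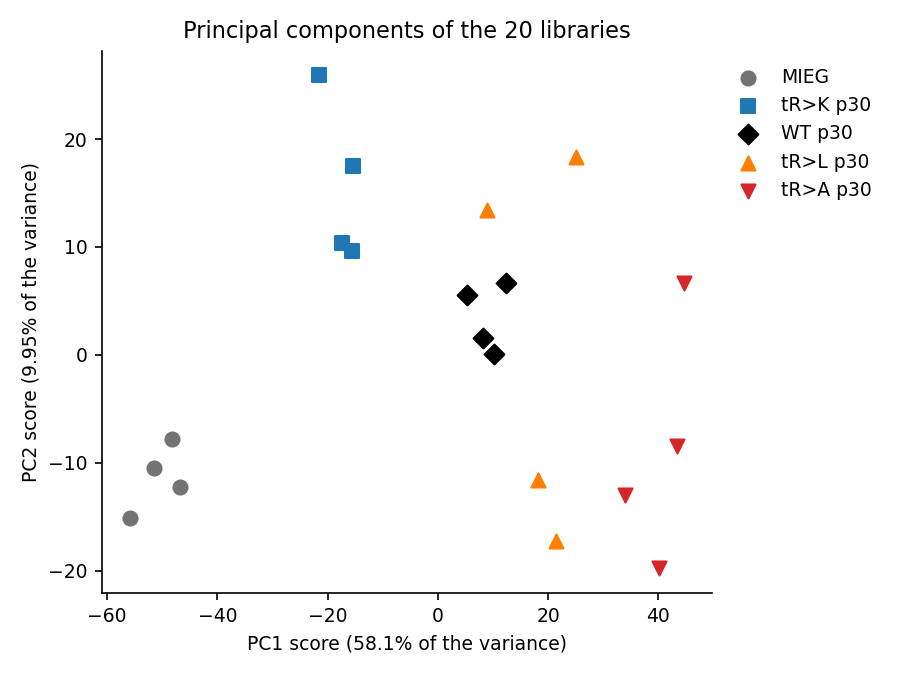
Scores of the 20 libraries on the first and second principal components (unitless, with the percent of variance on each axis) of log2(normalized count + 1) of the 500 most variable genes; each point is 1 library, colored by group. Along the first component the MIEG libraries lie around -50.6, tR > K around -17.4 and tR > A around 40.6, with WT and tR > L between tR > K and tR > A.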

Principal-component analysis (PCA) demonstrated distinct differences between WT, the p30 C/EBPα triple mutant variants, and the control group (Figure 2B), indicating that all p30 C/EBPα variants entail the capability to induce distinct cellular identities. In comparison to B cell controls, the cells expressing tR > A and tR > L p30 C/EBPα exhibited the most pronounced transcriptomic alterations, while the WT p30 C/EBPα occupied an intermediate state, between tR > A, tR > L on the one hand and tR > K p30 C/EBPα expressing cells on the other (Figure 2B).

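Rab7b, which encodes an endosomal GTPase, rose from 1.31 ± 1.21 normalized counts (SD, n = 4 libraries) with MIEG to 2142 ± 153 with WT, 1959 ± 332 with tR > A, 1612 ± 217 with tR > L and 1028 ± 99.1 with tR > K. The gene of the secreted protease inhibitor Slpi rose from 25.3 ± 8.66 to 10593 ± 4448 with tR > A and to 1152 ± 539 with tR > K. Cxcr5, a B cell chemokine receptor gene, fell from 582 ± 74.2 with MIEG to between 33.1 ± 10.4 with tR > L and 61.8 ± 17.1 with tR > K. The B cell inhibitory receptor gene Btla fell as well, from 209 ± 67.3 to 31.4 ± 9.71 with WT. In these genes each fall or rise passed the threshold in all 4 comparisons with MIEG (highest adjusted p = 5.91e-05 from limma, for Btla with tR > K).

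Compared with MIEG, 1386 genes were called with tR > A (942 higher and 444 lower), 980 with tR > L (647 and 333), 769 with WT (554 and 215) and 407 with tR > K (293 and 114). MIEG differed from all 4 constructs in the same direction in 311 genes, of which 74 were higher with MIEG. Among the 629 genes called between tR > A and tR > K, the mean of WT lay between the means of both mutants in 570 (90.6%), at a median of 0.40 of the way from tR > K to tR > A on the log2 scale. For the 328 genes called between tR > L and tR > K this was so in 279 (85.1%), at a median of 0.43. The share of higher genes moved with quantile normalization from 72.0% to 61.7% for WT, from 68.0% to 54.7% for tR > A and from 66.0% to 55.9% for tR > L. Without libraries 9, 13, 15, 18 and 19, which hold the most astroglial transcripts, 271 genes were called between tR > K and MIEG. This count was made after the data were seen, with fewer tR > K libraries.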

**Figure 2:**
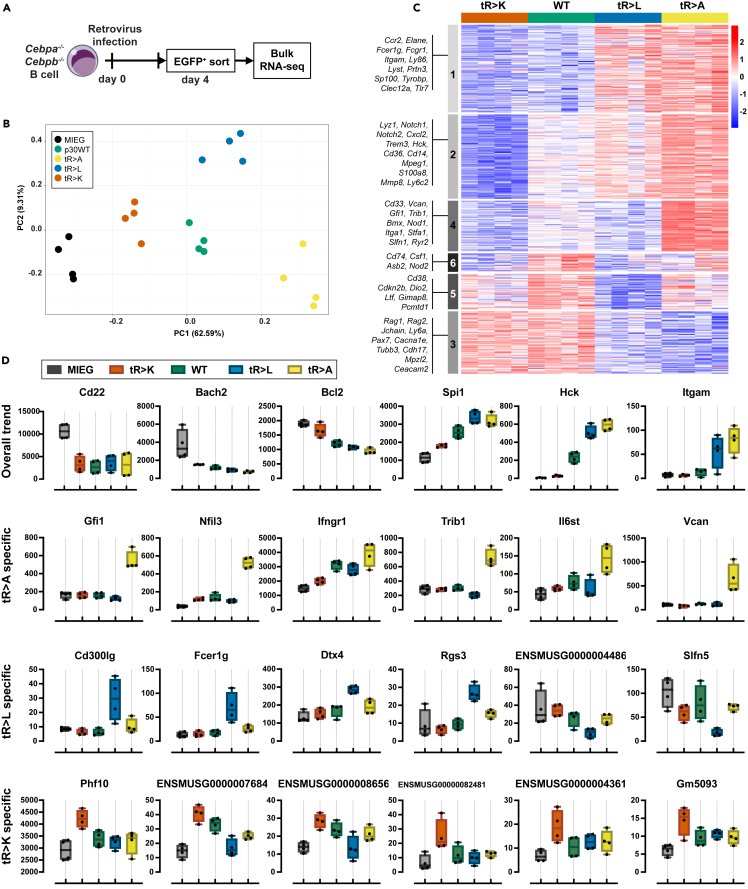
Transcriptomic profiling of WT and mutant p30 C/EBPα cells (A) Schematic representation of sample preparation for bulk RNA-seq. (B) Principal component analysis of the top 500 differentially expressed genes. Constructs are color coded and shown in inset on the left. (C) Heatmap presenting differential gene expression by constructs as indicated on the top. Color code as in B. Genes with adjusted *p* value ≤ 0.05, |FC|>2 in at least one comparison are shown. Representative gene names of each cluster are listed on the left. (D) Expression of representative genes with adjusted *p* value ≤ 0.05, |FC|>2, manually selected based on read counts. Top row: genes expressed in overall trends, last 3 rows: genes expressed in mutant-specific patterns. Data are shown as mean ± SEM

Differential myeloid transdifferentiation processes became evident by the enrichment of gene ontology (GO) terms associated with myelomonocytic features, such as chemotaxis and the production of interleukin (IL)-1 or IL-6. 

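Il6ra, the receptor of IL-6, rose over MIEG with all 4 constructs, with log2 fold changes of 3.96 with WT, 4.98 with tR > A, 4.44 with tR > L and 2.87 with tR > K (highest adjusted p = 8.72e-07 from limma). Nod2, an intracellular sensor of bacterial cell walls, had 3.14 with WT and 1.75 with tR > K (adjusted p = 3.97e-08 and 0.000161). Cd14, the coreceptor for lipopolysaccharide, rose from 1.48 ± 1.03 normalized counts (SD, n = 4 libraries) with MIEG to 13.5 ± 9.5 with WT, 78.7 ± 43.4 with tR > L and 115 ± 52.1 with tR > A. Nlrp3, a component of the inflammasome that processes IL-1, rose from 305 ± 83.4 to 790 ± 198 with WT, 1019 ± 186 with tR > L and 1593 ± 229 with tR > A.

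Of 21 tested genes of IL-1 and IL-6 production and innate sensing, 10 were higher and 1 lower with WT than with MIEG, 17 higher with tR > A and 13 higher with tR > L, with none lower in the last 2 comparisons. When adjusted over the list alone, these were 14 and 1, 18 and 15. This list mixes sensors and receptors with cytokine genes, so its counts do not measure production of IL-1 or IL-6. The list was called in all 3 comparisons by camera (highest adjusted p = 2.48e-08, 0.0105 with an estimated correlation). Of 14 tested chemokines and receptors of monocyte chemotaxis, 11 were higher with WT, 13 with tR > A and 11 with tR > L, and 12, 13 and 12 when adjusted over the list alone. camera called this list as well (highest adjusted p = 1.12e-15, 0.00355 with an estimated correlation). The chemokine receptor gene Ccr1 was among them, with 280 ± 92.2 normalized counts with tR > A (SD, n = 4) against 3.65 ± 2.02 with MIEG.

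Against WT, the list of IL-1, IL-6 and innate sensing had 10 genes higher with tR > A (15 when adjusted over the list alone, camera, adjusted p = 1.29e-16, and 0.000674 with an estimated correlation). With tR > L it had 3 higher, and as many when adjusted over the list alone (camera, adjusted p = 0.000519, and adjusted p = 0.0658 with an estimated correlation). The chemotaxis list had 9 genes higher with tR > A than with WT (12 when adjusted over the list alone, called by camera with an estimated correlation too). With tR > L it had 5 higher and 1 lower, and as many when adjusted over the list alone (camera, adjusted p = 9.37e-05, and adjusted p = 0.0658 with an estimated correlation). Tlr7, a sensor of single-stranded RNA, was 4.04 higher on the log2 scale with tR > A than with WT (adjusted p = 2.46e-05), and Tlr2, a sensor of lipoproteins, 1.91 higher with tR > L (adjusted p = 0.00215).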

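In cells with tR > K p30 C/EBPα, 4 of 14 tested chemokine and receptor genes of monocyte chemotaxis were higher than with MIEG and 1 was lower, with the same counts when adjusted over the list alone. Csf1r (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149), the receptor of the monocyte growth factor M-CSF, rose from 2.31 ± 1.07 normalized counts (SD, n = 4 libraries) to 106 ± 53.5. The chemokine gene Ccl9 (ENSMUSG00000019122, chromosome 11, 83572919 to 83578636) rose from 9.14 ± 7.64 to 145 ± 28.9. Its neighbors Ccl6 (ENSMUSG00000018927, chromosome 11, 83587882 to 83593087) and Ccl3 (ENSMUSG00000000982, chromosome 11, 83647844 to 83649355) rose from 15.3 ± 12.7 to 212 ± 66.5 and from 7.43 ± 2.02 to 35.2 ± 10.8. These are log2 fold changes of 4.92, 4.11, 3.93 and 2.08 (standard error 0.35 for Csf1r, highest adjusted p = 3.67e-05 from limma, for Ccl3). The member that fell was Ccr2, the receptor by which monocytes follow CCL2, from 13.4 ± 3.66 to 2.6 ± 1.66, a log2 fold change of -2.08 (adjusted p = 0.0197). Its adjusted p was 0.0619 without MIEG library 3, 0.0606 without tR > K library 18 and 0.0719 without tR > K library 20.

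camera called the list higher with tR > K than with MIEG (adjusted p = 7.49e-05, and adjusted p = 0.0895 with an estimated correlation). Against WT, 6 of the 14 genes were lower with tR > K and none was higher by limma (13 lower when adjusted over the list alone, camera, adjusted p = 2.21e-25, and 0.000264 with an estimated correlation). Ccl9 fell from WT to tR > K by a log2 fold change of -1.97 (adjusted p = 0.00347). Of the 21 genes of IL-1 and IL-6 production and innate sensing, 4 were higher with tR > K than with MIEG (9 higher and 2 lower when adjusted over the list alone). camera gave this list adjusted p = 0.000159, and adjusted p = 0.0895 with an estimated correlation.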

Notably, residual transdifferentiation capacity was observed in the tR > K p30 C/EBPα variant, as evidenced by the GO term “monocyte chemotaxis” (Figure S2B).

Pairwise examination of differential gene expression identified 1273 genes that exhibited significant alterations (adjusted *p* value 0.05, |FC|>2) in at least one of the comparisons (Figure S2C). 

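Among the p30 constructs, the immunoglobulin superfamily gene Igsf6 had 22.3 ± 6.42 normalized counts (SD, n = 4 libraries) with WT, 395 ± 108 with tR > A, 442 ± 214 with tR > L and 1.76 ± 1.17 with tR > K. Olfm1, which encodes a secreted glycoprotein, had 19.4 ± 7.8 with WT, 348 ± 138 with tR > A and 155 ± 85.5 with tR > L. Mpzl2, a gene for an adhesion protein, fell from 646 ± 123 with WT to 65.6 ± 18.7 with tR > A and 71.7 ± 22 with tR > L, and Cacna1e, a calcium channel subunit, from 541 ± 84.4 to 108 ± 22.4 and 93.8 ± 24. The highest adjusted p of the 8 differences of tR > A and tR > L from WT was 0.00724 from limma.

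Compared with WT, 288 genes were called with tR > A (215 higher and 73 lower), 171 with tR > L (78 and 93) and 112 with tR > K (1 and 111). The gene higher with tR > K, Anxa1, encodes a regulator of phospholipase A2 and had 188 ± 19.7 normalized counts against 95 ± 36.3 with WT (log2 fold change 1.04, adjusted p = 0.0485). It lost the call in 14 of the 20 fits that left out 1 library, with an adjusted p from 0.054 without tR > L library 14 to 0.212 without WT library 5. tR > A and tR > L differed in 156 genes, 145 of them higher with tR > A, tR > A and tR > K in 629 (495 higher with tR > A) and tR > L and tR > K in 328 (246 higher with tR > L). For tR > L against WT the share of higher genes, 45.6%, was 54.7% without WT library 5, 56.2% without WT library 8, 50.8% with no filter on low values, 68.8% with limma treat and 52% without libraries 9, 13, 15, 18 and 19. Over all 10 comparisons 1679 genes were called, over the 6 comparisons among constructs 774, and over the 4 comparisons with MIEG 1602.

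Without WT library 5 the count for tR > K against WT was 72, and without tR > A library 9 the count for tR > A against tR > L was 100. Left out after the data were seen were the 5 libraries with the most astroglial transcripts (9, 13, 15, 18 and 19). The counts were then 100 for tR > L against WT, 39 for tR > K against WT and 41 for tR > A against tR > L. They were 360 for tR > A against tR > K and 158 for tR > L against tR > K. Each mutant group then has fewer libraries, so the lower counts cannot be laid to the transcripts.

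**Figure D2:**
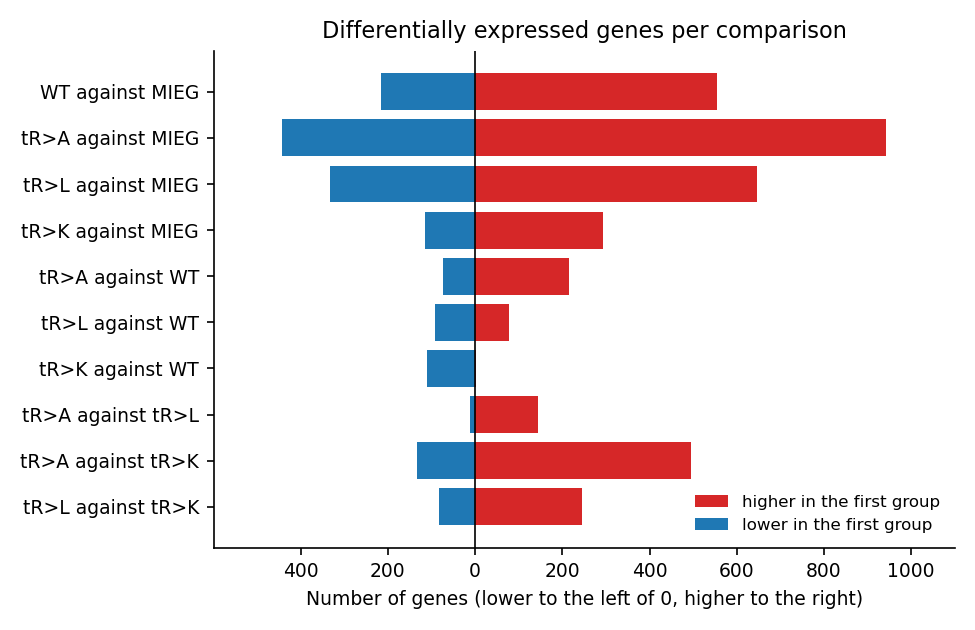
Number of genes called higher (bars to the right of 0) and lower (bars to the left of 0) in each of the 10 comparisons at an adjusted p of at most 0.05 and a fold change above 2 from limma, with 4 libraries per group. tR > A against MIEG has the longest bars, 942 higher and 444 lower, and tR > K against WT has 1 higher and 111 lower.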

The global gene expression profile was consistent with the findings obtained by flow cytometric analysis of the myeloid marker CD11b (Figure 1C). Specifically, B cell-associated genes (*Cd22*, *Bach2*, and *Bcl2*) exhibited high expression levels in vector control cells, slightly reduced expression trend in p30 tR > K-expressing cells, followed by p30 WT-, tR > L-, and strong reduction in tR > A-expressing cells (Figures S2C and 2C, cluster 3). Conversely, the expression of characteristic myeloid genes, encompassing direct C/EBPα target genes, transcription factors, surface markers, and cytokines, exhibited an inverse correlation. 

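Cd22 (ENSMUSG00000030577, chromosome 7, 30865402 to 30880342) encodes an inhibitory coreceptor of the B cell receptor. Its normalized count was 10625 ± 1694 (SD, n = 4 libraries) with MIEG, 3336 ± 1784 with tR > K, 2668 ± 1499 with WT, 3687 ± 1836 with tR > L and 3239 ± 2790 with tR > A. It fell with WT (log2 fold change -2.17, adjusted p = 0.0243 from limma) and tR > A (-2.29, adjusted p = 0.00943). With tR > L and tR > K the values were -1.69 (adjusted p = 0.0656) and -1.82 (adjusted p = 0.102), with a standard error of 0.61 in each comparison. With the 2 sets of libraries as a block these were called (adjusted p = 0.000385 and 0.000474). The call of WT was lost without MIEG library 1 (adjusted p = 0.0504), MIEG library 2 (0.0545), WT library 5 (0.0903) or WT library 6 (0.0809).

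Bach2 (ENSMUSG00000040270, chromosome 4, 32238804 to 32586108), a transcriptional repressor of the B lineage, fell from 3725 ± 1641 (SD, n = 4) with MIEG to 1530 ± 34 with tR > K, 1165 ± 190 with WT, 921 ± 158 with tR > L and 721 ± 122 with tR > A. These are log2 fold changes of -1.18, -1.59, -1.93 and -2.28 (standard error 0.22, highest adjusted p = 0.00146). tR > A was also lower than tR > K (-1.10, adjusted p = 0.00169), while the difference between tR > A and WT was -0.69 (adjusted p = 0.0934). Without MIEG library 4 the log2 fold change with tR > K was -0.93, under the fold threshold.

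Bcl2 (ENSMUSG00000057329, chromosome 1, 106538178 to 106714274), which protects cells from apoptosis, had 1892 ± 98.4 (SD, n = 4) with MIEG, 1656 ± 227 with tR > K, 1201 ± 102 with WT, 1076 ± 54.8 with tR > L and 930 ± 95.1 with tR > A. The log2 fold changes were -0.66 with WT, -0.81 with tR > L and -1.03 with tR > A (highest adjusted p = 0.000207), of which that of tR > A passed a fold of 2. It was under this fold without MIEG library 1 (-0.995) or tR > A library 11 (-0.994). With tR > K it was -0.20 (adjusted p = 0.399), and tR > K was above WT (0.46, adjusted p = 0.0438).

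These 3 genes were named by the study from these samples, so their direction is not independent evidence. Of 30 genes of the early B lineage and the pre-B cell receptor, among them Cd22 and Bach2, 18 were lower and 2 higher with tR > A than with MIEG, 10 lower with tR > L, 5 lower and 2 higher with WT, and 1 lower and 1 higher with tR > K. When adjusted over the list alone, 19 were lower with tR > A, 14 with tR > L, 8 with WT and 4 with tR > K. camera called the list lower with tR > A (adjusted p = 1.44e-07, and 0.0117 with an estimated correlation) and tR > L (adjusted p = 0.000118, and adjusted p = 0.0572 with an estimated correlation), not with WT (0.0927) or tR > K (0.0523). Pax5, the factor that maintains B cell identity, had a log2 fold change of -1.11 with tR > A (adjusted p = 0.00569), and was under a fold of 2 without MIEG library 4 (-0.93) or tR > A library 9 (-0.99) or 10 (-0.97). Dntt, which adds nucleotides at immunoglobulin gene junctions, was higher with WT (3.13, adjusted p = 0.00565) and tR > A (2.97, adjusted p = 0.00414).

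**Figure D3:**
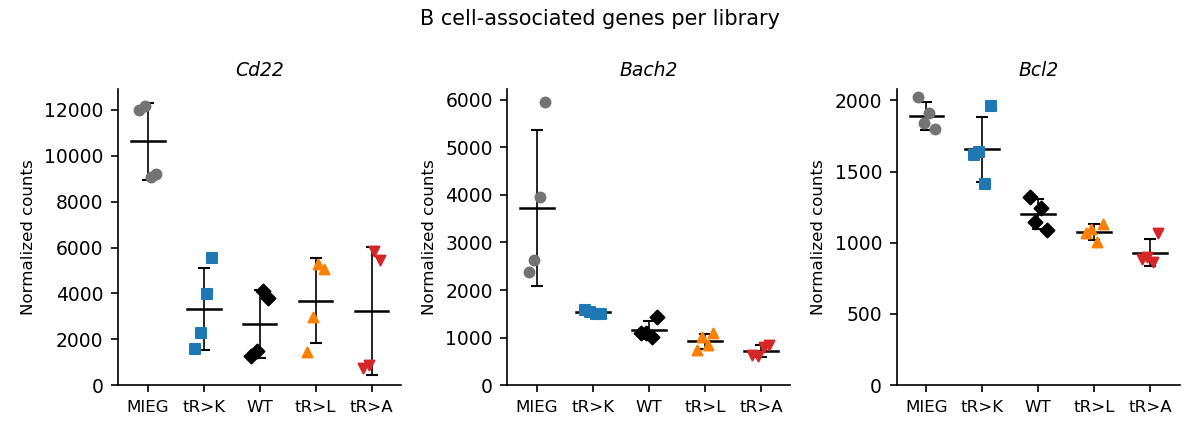
Normalized counts (linear axes) of Cd22, Bach2 and Bcl2 in the 5 groups; each point is 1 library, lines are group means and error bars are the SD over 4 libraries. Bach2 runs from a mean of 3725 with MIEG to 721 with tR > A, while the means of Cd22 in the 4 construct groups lie between 2668 and 3687.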

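Cd33, a sialic acid receptor of myeloid cells, rose from 7.26 ± 3.05 normalized counts (SD, n = 4 libraries) with MIEG to 403 ± 167 with tR > K, 1312 ± 472 with WT, 769 ± 370 with tR > L and 4111 ± 1434 with tR > A. Csf2rb2, a beta chain of the IL-3 receptor that may share reads with Csf2rb, rose from 430 ± 116 to 1496 ± 267 with tR > K and 4911 ± 1236 with tR > A.

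Of 23 tested pan-myeloid genes, 20 were higher than with MIEG with tR > A, 19 with tR > L, 15 with WT and 10 with tR > K, and none was lower by limma. When adjusted over the list alone these were 23, 21, 16 and 10, with 1 lower with tR > K. camera called the list in all 4 comparisons. With tR > K its adjusted p was 3.5e-08, and adjusted p = 0.0895 with an estimated correlation, while the other 3 held (highest 0.00444). Of 21 monocyte and macrophage genes, 16 were higher and 3 lower with tR > A, 13 and 1 with tR > L, 10 and 2 with WT, and 4 and 2 with tR > K. Adjusted over the list alone, these were 16 and 3, 13 and 2, 13 and 2, and 4 and 4. The first 3 were called by camera with an estimated correlation too (highest adjusted p = 0.0491), and the last was not called (adjusted p = 0.527).

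Of 19 myeloid transcription factors, 9 were higher with tR > A, 6 with tR > L, 5 with WT and 4 with tR > K, and 2, 1, 1 and 1 were lower. Adjusted over the list alone, 9, 7, 5 and 4 were higher. Nfil3, a basic leucine zipper factor, rose from 35.7 ± 12.6 with MIEG to 131 ± 41.2 with WT and 523 ± 62.2 with tR > A, and Id1, an inhibitor of helix-loop-helix factors, from 6.66 ± 3.99 to 30.9 ± 18.4 and 51.2 ± 9.35. camera called this list with tR > A alone among the 4 constructs (adjusted p = 0.00439, and adjusted p = 0.226 with an estimated correlation). Of the 4 tested genes of the C/EBP family, Cebpa was the 1 called in each of these comparisons, also when adjusted over the list alone. camera called this list with tR > L (adjusted p = 0.0141, and adjusted p = 0.0572 with an estimated correlation) and tR > K (adjusted p = 0.00534, and adjusted p = 0.0895 with an estimated correlation). Cebpa is the gene that the vectors carry, so these calls were built in and show nothing about the rest of the family.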

Myeloid gene expression was highest in cells expressing the tR > A and tR > L p30 C/EBPα mutants, less pronounced in p30 WT-expressing cells, and lowest in tR > K p30 C/EBPα expressing cells (Figures S2C and 2C, cluster 1, 2).

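Lyz2, the lysozyme gene of myeloid cells, had 231 ± 111 normalized counts (SD, n = 4 libraries) with tR > K, 4184 ± 1386 with WT, 8967 ± 3963 with tR > L and 39669 ± 14750 with tR > A. It may share reads with its neighbor Lyz1. Tyrobp, the adaptor of activating myeloid receptors, had 15.4 ± 6.83, 112 ± 14.5, 1281 ± 613 and 816 ± 299, and the inhibitory receptor gene Pirb, one of a family of close copies, 4.04 ± 2.89, 87.2 ± 11.2, 106 ± 65.6 and 461 ± 130. Compared with WT, Lyz2 rose with tR > A (log2 fold change 3.24, adjusted p = 8.29e-05 from limma) and fell with tR > K (-4.22, adjusted p = 1.79e-05), while tR > L was not called (adjusted p = 0.409). Tyrobp rose with tR > A and tR > L (2.78 and 3.33) and fell with tR > K (-2.87, highest adjusted p of the 3 = 0.000707).

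Among the 23 pan-myeloid genes, 10 were higher with tR > A than with WT, 6 were higher with tR > L and 7 were lower with tR > K, and 17, 9 and 14 when adjusted over the list alone. In 19 of the 23 the means ran from tR > K over WT to both of the other mutants. camera called the list in all 3 comparisons (adjusted p = 1.99e-17, 4.94e-07 and 2.68e-28). With an estimated correlation tR > A and tR > K held, and tR > L had adjusted p = 0.0658 with an estimated correlation. Of the 21 monocyte and macrophage genes, 8 were higher with tR > A than with WT, 6 higher and 1 lower with tR > L and 5 lower with tR > K (12, 8 and 1, and 11 when adjusted over the list alone), all called by camera with an estimated correlation as well (highest adjusted p = 0.0323). tR > A and tR > L differed in 2 of the pan-myeloid genes, both higher with tR > A (camera, adjusted p = 0.000225, and adjusted p = 0.177 with an estimated correlation).

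As the mean of the centred log2 values of the list in each library, the pan-myeloid score was 1.17 higher with tR > A than with WT and the score difference of tR > K from WT was -1.28, each with no overlap of the libraries (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0747). For tR > L the difference was 0.68 (exact permutation test, p = 0.0857). The score of markers of erythroid cells and megakaryocytes, with 3 tested genes, ran in the same order. Its means were -0.964 with tR > K, -0.00909 with WT, 0.602 with tR > L and 1.25 with tR > A. Markers of T and NK cells and of plasma cells had lower mean scores with tR > A than with tR > K.

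**Figure D4:**
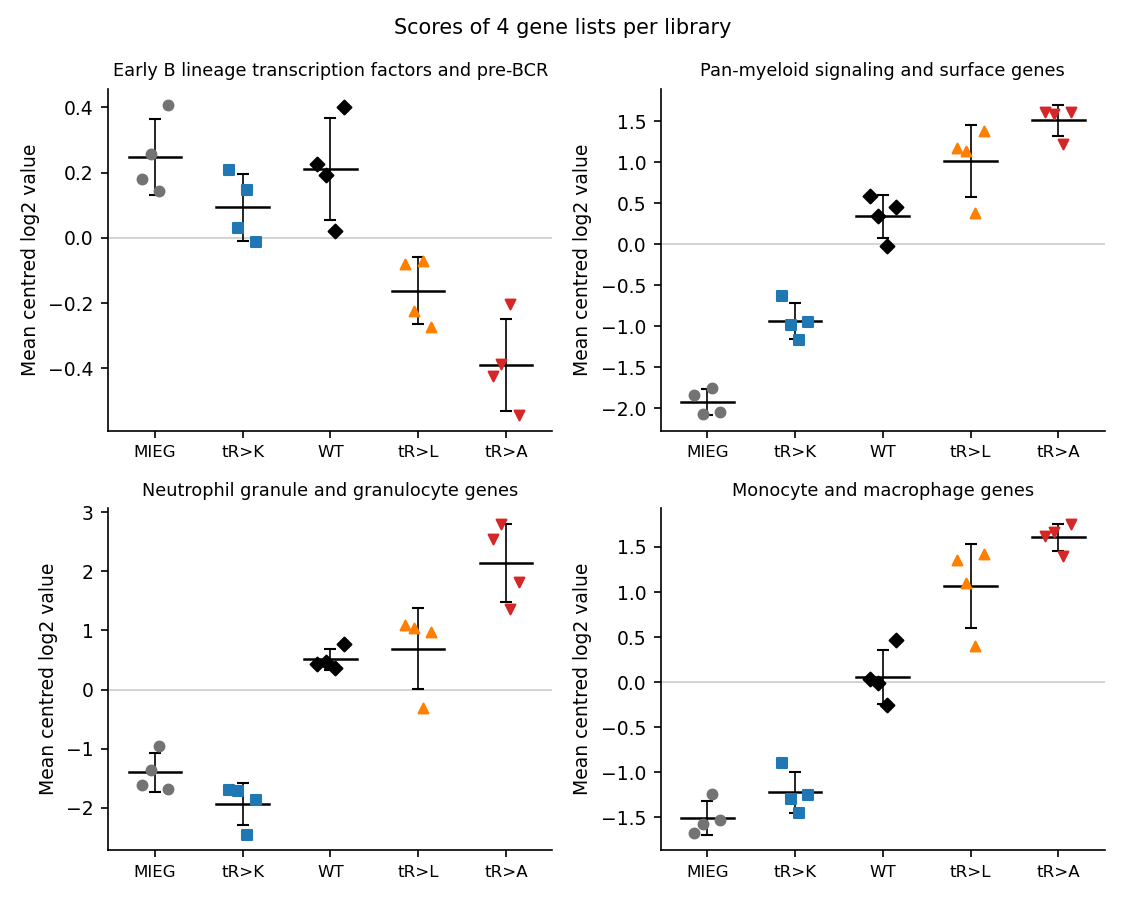
Scores of 4 gene lists fixed before the data were examined, as the mean of log2(normalized count + 1) of their tested members minus each gene's mean over the 20 libraries; each point is 1 library, lines are group means and error bars are the SD over 4 libraries. The pan-myeloid score of tR > A lies 1.17 above that of WT.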

Comparisons between WT p30 C/EBPα and each of the triple mutant variants revealed noteworthy distinctions, as shown in the cluster analysis in Figure 2C. 

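Elane (ENSMUSG00000020125, chromosome 10, 79886247 to 79888215) and Prtn3 (ENSMUSG00000057729, chromosome 10, 79874476 to 79883174) encode the neutrophil serine proteases elastase and proteinase 3. The normalized count of Elane was 66.8 ± 52.6 (SD, n = 4 libraries) with MIEG, 3.71 ± 3.07 with tR > K, 9.21 ± 6.81 with WT, 131 ± 47.4 with tR > L and 11.5 ± 6.81 with tR > A. It was higher with tR > L than with WT (log2 fold change 3.88, standard error 0.63, adjusted p = 0.00172 from limma), while the value for tR > A against WT was 0.30 (adjusted p = 0.999). Prtn3 had 15.4 ± 5.89, 4.70 ± 1.07, 14.2 ± 5.81, 120 ± 47.1 and 39.1 ± 12.2 in the same order, and rose over WT with tR > L (2.98, adjusted p = 0.000161) and tR > A (1.44, standard error 0.38, adjusted p = 0.0359). The call of Prtn3 with tR > A was lost without WT library 5 (adjusted p = 0.0709), 6 (0.068) or 8 (0.134) or tR > A library 9 (0.0721), 10 (0.121) or 12 (0.121).

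S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035), a calcium-binding protein of neutrophil cytosol, had 16.9 ± 8.6 with MIEG, 10.1 ± 7.27 with tR > K, 132 ± 49.6 with WT, 248 ± 243 with tR > L and 1903 ± 1828 with tR > A (SD, n = 4). It was higher with tR > A than with WT (3.09, standard error 0.80, adjusted p = 0.0335), and the value for tR > L was 0.39 (adjusted p = 0.966). The call with tR > A was lost without WT library 5 (adjusted p = 0.0787), 6 (0.0916) or 7 (0.0935) or tR > A library 9 (0.133) or 10 (0.139). Mmp8 (ENSMUSG00000005800, chromosome 9, 7558456 to 7568485), the neutrophil collagenase gene, had 52.5 ± 17.9, 24.8 ± 15.7, 130 ± 52.8, 296 ± 103 and 885 ± 146 from MIEG to tR > A. Its log2 fold change from WT was 2.83 with tR > A (standard error 0.43, adjusted p = 0.00038) and 1.19 with tR > L (adjusted p = 0.25). Gfi1 (ENSMUSG00000029275, chromosome 5, 107716657 to 107726036), a repressor needed for neutrophil development, had 164 ± 30.5 with WT, 119 ± 23.9 with tR > L and 541 ± 105 with tR > A, which gave 1.72 for tR > A (standard error 0.20, adjusted p = 3.63e-05) and -0.46 for tR > L (adjusted p = 0.473).

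Of these 5 genes, which the study named from these samples, 4 were higher than WT with tR > A and 2 with tR > L, and 2 were lower with tR > K. When adjusted over the list alone, 4 were higher with tR > A, 3 were higher and 1 lower with tR > L and 3 were lower with tR > K, which is not independent evidence of direction. Of 18 neutrophil granule and granulocyte genes in a wider list, 10 were higher with tR > A than with WT, 3 higher and 2 lower with tR > L and 9 lower and 1 higher with tR > K (13 and 1, 5 and 3, and 14 and 1 when adjusted over the list alone). The wider list also holds the 5 genes above, so its counts are not independent of them. Ltf, the lactoferrin gene, fell from 535 ± 198 with WT to 28.8 ± 16 with tR > L (-4.22, adjusted p = 0.00337), while S100a9, the partner of S100a8, rose with tR > A (3.80, adjusted p = 0.00391). camera called the wider list for tR > A (adjusted p = 1.2e-15, and 0.00499 with an estimated correlation) and tR > K (6.48e-29, and 0.000632), not for tR > L (adjusted p = 0.0803). The mean of its centred log2 values was -0.319 in tR > L library 15, against 0.970 to 1.09 in the other tR > L libraries. In the WT libraries it was 0.365 to 0.762. Against MIEG the wider list had 17 genes higher and 1 lower with tR > A, 10 higher with tR > L, 10 higher and 2 lower with WT, and 2 higher and 3 lower with tR > K. Adjusted over the list alone these were 17 and 1, 13, 12 and 2, and 2 and 7. The calls of camera against MIEG for WT and tR > L were lost (adjusted p = 0.111 and adjusted p = 0.0657 with an estimated correlation).

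**Figure D5:**
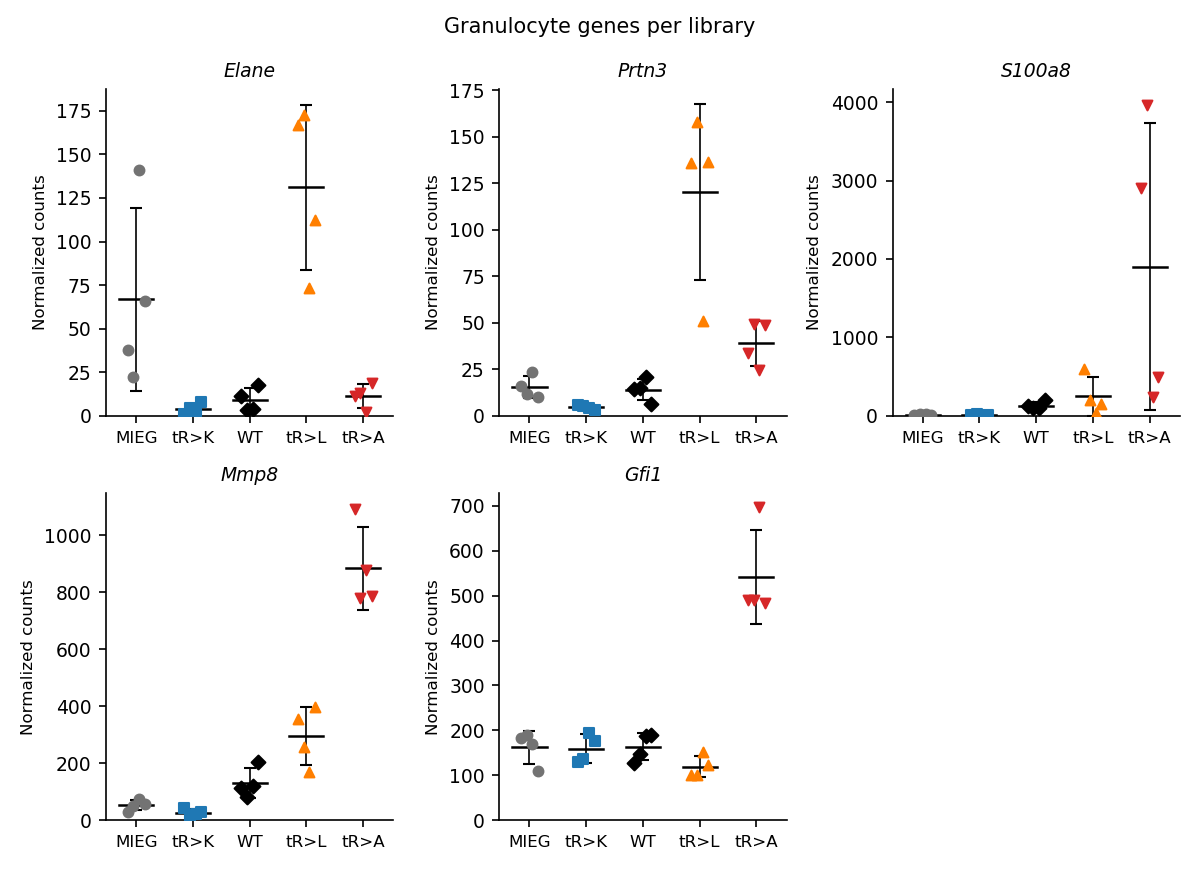
Normalized counts (linear axes) of the granulocyte genes Elane, Prtn3, S100a8, Mmp8 and Gfi1 in the 5 groups; each point is 1 library, lines are group means and error bars are the SD over 4 libraries. Elane and Prtn3 have their highest means with tR > L (131 and 120), and S100a8, Mmp8 and Gfi1 with tR > A (1903, 885 and 541).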

While all three p30 C/EBPα variants WT, tR > A, and tR > L demonstrated the capacity to induce myeloid lineage switching, the tR > A and tR > L expressing cells exhibited a higher abundance of genes associated with granulocytes/neutrophils (*Elane*, *Prtn3*, *S100a8*, *Mmp8*, *Gfi1*) compared to WT p30 C/EBPα (Figure 2C, particularly clusters 1, 2, 4). On the other hand, clusters 5 and 6 represent sets of genes that were either marginally or not induced by the tR > L p30 C/EBPα mutant (Figure 2C, cluster 5, 6). These included genes that are specific to monocytes (cluster 6) and a collection of mitochondrial pseudogenes of unknown function (cluster 5). In contrast, both the tR > K and WT p30 C/EBPα variants exhibited a higher expression of genes specific for B cells (*Rag1/2*, *Jchain*, *Ly6a*), depicting the attenuated capacity of tR > K p30 C/EBPα to induce myeloid lineage switching.

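F5, the gene of coagulation factor V, had 320 ± 170 normalized counts (SD, n = 4 libraries) with WT and 47.3 ± 32.4 with tR > L, a log2 fold change of -2.86 (adjusted p = 0.00836 from limma). Cdkn2b, an inhibitor of the kinases CDK4 and CDK6, had 40.5 ± 4.92 with tR > L against 115 on average with WT and 121 with tR > A, and fell from WT to tR > L by a log2 fold change of -1.45 (adjusted p = 0.0108, and 0.0504 without WT library 8). Both genes were picked from these sets after the values were seen.

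Higher than with MIEG with both WT and tR > A were 493 genes. Of these, 86 were not called higher with tR > L than with MIEG. Lower with tR > L than with WT were 34 of the 493, lower than with tR > A were 90, and lower than with both were 20. These counts follow from the calls of the 4 comparisons involved, and the sets were formed after the data were seen.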

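Csf1 (ENSMUSG00000014599, chromosome 3, 107741048 to 107760469), the growth factor of monocytes and macrophages, was the 1 member of the monocyte and macrophage list among the 20 genes that rose over MIEG with WT and tR > A and were lower with tR > L than with both. Its normalized count was 2443 ± 774 (SD, n = 4 libraries) with MIEG, 4007 ± 1403 with tR > K, 8785 ± 2479 with WT, 3483 ± 1747 with tR > L and 9521 ± 4291 with tR > A. tR > L was below WT (log2 fold change -1.41, adjusted p = 0.0287 from limma), and tR > A above tR > L (1.47, adjusted p = 0.0219). The call against WT was lost without WT library 6 (adjusted p = 0.0521), 7 (0.0878) or 8 (0.121) or tR > L library 13 (0.0881), 14 (0.129) or 16 (0.103). That against tR > A was lost without tR > A library 11 (0.0902) or 12 (0.0577) or tR > L library 13 (0.0685), 14 (0.1) or 16 (0.0697). Of the 493 genes higher than MIEG with WT and tR > A, 10 were in the monocyte and macrophage list, and tR > L was called higher than MIEG in all but 1 of them.

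Mitochondrial pseudogenes are copies of mitochondrial DNA in the nuclear genome. Tested were 7 that share at least 97.2% of their 31-base words with transcripts encoded by the mitochondrial genome, all on chromosome 1 between 24611535 and 24616197: Gm28439, Gm10222, Gm28438, Gm28437, Gm10925, Gm28661 and Gm29216. They may share reads with the mitochondrial genes, and this set was chosen after the data were seen. Gm28661 had 378 ± 268 (SD, n = 4) with MIEG, 372 ± 58.6 with tR > K, 432 ± 103 with WT, 296 ± 164 with tR > L and 583 ± 360 with tR > A, and Gm29216 had 341 ± 245, 406 ± 50.9, 454 ± 118, 315 ± 162 and 643 ± 452. The mean of tR > L was the lowest of the 5 groups in 6 of the 7. Mitochondrially encoded mRNAs had their lowest mean score with tR > L too (-0.353 ± 0.688, against 0.492 ± 0.813 with tR > A). The order of the pseudogenes may therefore come from shared mitochondrial reads. None of the 7 passed an adjusted p of 0.05 by limma in any of the 10 comparisons, the lowest adjusted p being 0.0725, for tR > A against MIEG. It was 0.63 for tR > L against WT and 0.14 for tR > A against tR > L. Among the 20 genes named above, 3 were other pseudogenes, Gm7019, Gm18562 and Gm2544. Of the 20 fits that left out 1 library, Gm7019 lost its call between tR > L and WT in 8 and that between tR > A and tR > L in 13, and Gm18562 the first in 3.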

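Jchain (ENSMUSG00000067149, chromosome 5, 88519809 to 88527891), which joins immunoglobulin polymers, had 338 ± 118 normalized counts (SD, n = 4 libraries) with MIEG, 75.3 ± 28.5 with tR > K, 81.2 ± 25.1 with WT, 23.4 ± 7.05 with tR > L and 22.8 ± 4.38 with tR > A. It was lower than WT with tR > A and tR > L (log2 fold change -1.76 in both, adjusted p = 0.0017 and 0.00337 from limma), and the value for tR > K against WT was -0.13 (adjusted p = 0.996). Against tR > K, tR > A and tR > L were lower as well (-1.64 and -1.63, adjusted p = 0.00129 and 0.00267).

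Rag1 (ENSMUSG00000061311, chromosome 2, 101638282 to 101649501) and Rag2 (ENSMUSG00000032864, chromosome 2, 101624718 to 101632529) encode the recombinase of the antigen receptor genes. Rag1 had 18.3 ± 13.7 (SD, n = 4) with MIEG, 31.9 ± 25.8 with tR > K, 99.4 ± 69.9 with WT, 20.8 ± 22.1 with tR > L and 11.3 ± 8.84 with tR > A. Rag2 had 22.7 ± 10.6, 35.9 ± 30.7, 91.6 ± 49.1, 33.9 ± 30 and 10.2 ± 6.87. Rag2 was lower with tR > A than with WT (-3.09, adjusted p = 0.0103), a call lost without tR > A library 12 (adjusted p = 0.0515). For Rag1 this difference was -3.15 (adjusted p = 0.082, and 0.0355 with the 2 sets of libraries as a block). With tR > L the differences from WT were -2.22 for Rag1 (adjusted p = 0.442) and -1.64 for Rag2 (0.397). Against tR > K, tR > A had values of -1.77 for Rag1 (adjusted p = 0.325) and -1.51 for Rag2 (0.214).

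Ly6a (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031), which encodes Sca-1, had 17.7 ± 9.89 (SD, n = 4) with MIEG, 41.0 ± 12.9 with tR > K, 72.9 ± 38.6 with WT, 17.1 ± 9.95 with tR > L and 22.5 ± 15.4 with tR > A. The differences from WT were -1.76 with tR > A (adjusted p = 0.0938) and -2.05 with tR > L (0.0658), which were called with the block (0.0357 and 0.0224). Of these 4 genes, which the study named from these samples, 2 were lower than WT with tR > A and 1 with tR > L (4 and 4 when adjusted over the list alone, which is not independent evidence), and none was called with tR > K by limma.

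In the early B lineage list of 30 genes, which holds Rag1 and Rag2 too, 8 were lower with tR > A than with WT (12 when adjusted over the list alone, camera, adjusted p = 3.13e-15, and 0.000674 with an estimated correlation). With tR > L 2 were lower, also when adjusted over the list alone (camera, adjusted p = 1.64e-05, and 0.0323 with an estimated correlation). With tR > K none was called by limma, DESeq2 or edgeR, while 3 were lower and none higher at an unadjusted p under 0.05 (camera, adjusted p = 0.982). Foxo1, a transcription factor of early B cells, had 3108 ± 460 with WT, 1652 ± 184 with tR > L and 1483 ± 222 with tR > A (log2 fold change -0.91 and -1.07, highest adjusted p = 0.000866). The second of these values was -0.97 without WT library 8 and -0.96 without tR > A library 12. The list of T and NK cell markers, with 3 tested genes, was lower than WT too, with 1 gene called for tR > A and 1 for tR > L (3 and 2 when adjusted over the list alone, camera, adjusted p = 0.000139 and 0.000979, and 0.0044 and 0.0323 with an estimated correlation). Its score was 0.94 to 1.17 in the WT libraries and at most 0.60 in all others.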

Next, we searched for mutant-specific differentially expressed genes play a role in myelopoiesis but deviated from the overall trends. The tR > A and tR > L p30 C/EBPα mutants exhibited upregulation of the known C/EBPα target genes, *Trib1* and *Dtx4*, respectively. Furthermore, they augmented expression of myeloid transcripts, including *Gfi1*, *Flt3*, and *Vcam* in the case of tR > A, and *CD300lg*, *Fcer1g*, and *Rgs3* in the case of tR > L (Figure 2D). In contrast, the tR > K p30 C/EBPα mutant induced a small number of pseudogenes (Figure 2D), which may potentially be linked to unknown regulatory mechanisms.^20^

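Trib1 (ENSMUSG00000032501, chromosome 15, 59648350 to 59657099) encodes a pseudokinase. Its normalized count was 285 ± 53.1 (SD, n = 4 libraries) with MIEG, 281 ± 21.1 with tR > K, 298 ± 35.8 with WT, 208 ± 36.4 with tR > L and 721 ± 122 with tR > A. It rose with tR > A over WT (log2 fold change 1.27, adjusted p = 5.48e-05 from limma) and over tR > L (1.79, adjusted p = 1.13e-06), and the value for tR > L against WT was -0.53 (adjusted p = 0.117). Dtx4 (ENSMUSG00000039982, chromosome 19, 12466338 to 12501454), an E3 ubiquitin ligase gene, had 132 ± 30.1 with MIEG, 151 ± 27.7 with tR > K, 172 ± 36.5 with WT, 285 ± 21.4 with tR > L and 190 ± 40.7 with tR > A. It rose with tR > L over MIEG (1.12, adjusted p = 0.000302) and had 0.92 against tR > K (adjusted p = 0.00629, under a fold of 2). The difference of tR > L from WT was 0.75 (adjusted p = 0.0557).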

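Flt3 (ENSMUSG00000042817, chromosome 5, 147330741 to 147400489), a receptor kinase of progenitor cells, had 88.1 ± 7.99 normalized counts (SD, n = 4 libraries) with MIEG, 122 ± 12.1 with tR > K, 199 ± 57.8 with WT, 116 ± 18.5 with tR > L and 218 ± 54.2 with tR > A. It rose over MIEG with tR > A (log2 fold change 1.27, adjusted p = 5.43e-05 from limma) and WT (1.12, adjusted p = 0.000449, and 0.97, under the fold threshold, without WT library 8), and tR > A against tR > L had 0.89 (adjusted p = 0.0176, under a fold of 2). The difference of tR > A from WT was 0.15 (adjusted p = 0.987). Gfi1 was higher with tR > A than with tR > L (2.18, adjusted p = 1.68e-06). Vcam1 (ENSMUSG00000027962, chromosome 3, 116109949 to 116129688), an adhesion molecule, was too low to be tested, with 2.17 ± 3.68 with tR > A and 9.66 ± 13.6 with tR > L. Vcan (ENSMUSG00000021614, chromosome 13, 89655312 to 89742509), a matrix proteoglycan gene, had 117 ± 17.7 with WT, 106 ± 36.7 with tR > L and 642 ± 300 with tR > A (tR > A against WT 2.34, adjusted p = 5.99e-05).

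Cd300lg (ENSMUSG00000017309, chromosome 11, 102041509 to 102055620), a receptor of the CD300 family, had 6.08 ± 2.28 (SD, n = 4) with WT, 29.2 ± 14.8 with tR > L and 10.3 ± 5.1 with tR > A, and rose with tR > L over WT (1.99, adjusted p = 0.00724). Fcer1g (ENSMUSG00000058715, chromosome 1, 171229572 to 171234365), the common chain of Fc receptors, had 18 ± 5.58, 70.1 ± 31.2 and 25.6 ± 7.06 and rose as well (1.85, adjusted p = 0.00723). Rgs3 (ENSMUSG00000059810, chromosome 4, 62559847 to 62704001), a regulator of G protein signaling, had 9.48 ± 7.85 with MIEG, 9.36 ± 2.73 with WT, 26.8 ± 4.55 with tR > L and 15.3 ± 2.16 with tR > A. It rose with tR > L over MIEG (1.67, adjusted p = 0.00531), and the difference from WT was 1.45 (adjusted p = 0.0721, and 0.0413 with the 2 sets of libraries as a block).

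Of 4 tested genes that the study names for tR > A (Vcan by its figure, where its text has Vcam), all 4 were higher with tR > A than with tR > L and with tR > K, and 3 were higher than with WT. Of the 4 that it names for tR > L, 2 were higher than with WT (4 when adjusted over the list alone), and all 4 were higher than with MIEG and with tR > K. Both lists were chosen on these samples and are not independent evidence.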

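Gm5093 (ENSMUSG00000091742, chromosome 17, 46439578 to 46440097), a processed pseudogene in the annotation, had 6.17 ± 1.58 normalized counts (SD, n = 4 libraries) with MIEG, 14.4 ± 3.97 with tR > K, 9.27 ± 2.34 with WT, 10.7 ± 1.13 with tR > L and 9.68 ± 2 with tR > A. It rose with tR > K over MIEG (log2 fold change 1.08, adjusted p = 0.0315 from limma), and its difference from WT was 0.56 (adjusted p = 0.937). The call against MIEG was lost without MIEG library 2 (adjusted p = 0.0686) or 3 (0.106) or tR > K library 18 (0.105), 19 (0.105) or 20 (0.0775), and with DESeq2 on the reads (0.0504). Phf10 (ENSMUSG00000023883, chromosome 17, 14945009 to 14961273) is protein-coding in the annotation and encodes a subunit of the PBAF complex. It had 2916 ± 433 with MIEG, 4223 ± 365 with tR > K and 3374 ± 331 with WT, a log2 fold change of 0.54 from MIEG (adjusted p = 0.0142) and of 0.32 from WT (adjusted p = 0.6).

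Among 954 tested pseudogenes, 17 were higher and 4 lower with tR > K than with MIEG at a fold change above 2. In the same comparison WT had 17 and 7, tR > L 10 and 8 and tR > A 23 and 20. Compared with WT, no pseudogene was higher with tR > K by limma and 2 were lower, while 13 were higher and 13 lower at an unadjusted p under 0.05. At an adjusted p of at most 0.05, DESeq2 had 0 higher and 3 lower, and edgeR 0 and 1. Pseudogenes may share reads with the genes they derive from.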

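Genes that set 1 construct apart from all 4 other groups were most numerous with tR > A, which had 78 higher and 1 lower. Ryr2, the calcium release channel best known from heart muscle (ENSMUSG00000021313, chromosome 13, 11553102 to 12106945), had 2409 ± 372 normalized counts (SD, n = 4 libraries) with tR > A and at most 6.08 on average in the other groups, a log2 fold change of 8.43 from WT (adjusted p = 9.99e-07 from limma). Scn3a, a sodium channel gene, had 136 ± 41.6 against 5.21 ± 3.49 with WT, and the phospholipid transporter gene Atp8b4 83.8 ± 29.6 against 1.61 ± 1.1.

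tR > L had 6 genes higher, among them Card9 (250 ± 47.2 against 76.6 ± 27.2 with tR > A, the second highest group), which encodes an adaptor of fungal sensing, Ccr2 and Prtn3. It had 3 lower, Slfn5, Gimap8 and Zfp831. tR > K had none higher and 4 lower by limma, the pseudogene I830127L07Rik, Stfa1, Igsf6 and Ccr2. Of the 20 fits that left out 1 library, Prtn3 lost its call between tR > A and tR > L in 12, Gimap8 in 11, Ccr2 in 6 and Card9 in 5. Stfa1 lost that between tR > L and tR > K in 16, and Ccr2 that between tR > K and WT in 6. Zfp831 lost that between tR > L and WT in 5 and that between tR > L and tR > K in 1, and Pdzd2 that between tR > K and WT in 2. WT had 1 higher, Pdzd2, at 500 ± 70.6 against 237 ± 25.4 with tR > K, the second highest group, and none lower. In the 3 comparisons among constructs alone, tR > A had 80 higher and 1 lower, tR > L 7 and 9, tR > K 0 and 82, and WT 1 and 0. DESeq2 gave 123 genes specific to tR > A, 15 to tR > L and 3 to WT in the 4 comparisons, and edgeR gave 2 to tR > K and 2 to WT. With the 2 sets of libraries as a block, 5 were specific to WT.

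These counts rest on some libraries. Without tR > A library 9, 42 genes were specific to tR > A and 4 to tR > L, and without WT library 5, 2 to tR > K. Libraries 9, 13, 15, 18 and 19 hold the most astroglial transcripts. Without them, 28 genes were specific to tR > A, 2 to tR > L, 1 to tR > K and 0 to WT. Each mutant group then has fewer libraries, so these lower counts cannot be laid to the transcripts.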

In summary, the data show that alterations of the arginine side chain in positions R140, 147, and 154 have a significant impact on the transdifferentiation potential of p30 C/EBPα. In comparison to WT p30 C/EBPα, non-conservative mutations that result in the loss of charge (R to A, L substitutions) or mimic methylation (R to L) promote myeloid transdifferentiation, whereas conservative R to K mutations, which retain side chain charges but obliterate arginine specific methylation, constrained transdifferentiation.

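As a list, the genes of the NADPH oxidase, the enzyme of the respiratory burst, were higher with tR > A and tR > L than with WT. They were lower with tR > K, where Ncf1 was the only gene called. Cybb, the catalytic subunit gene of the oxidase, had 326 ± 111 normalized counts (SD, n = 4 libraries) with WT, 1564 ± 482 with tR > L and 3991 ± 536 with tR > A, which are log2 fold changes of 2.27 and 3.67 (adjusted p = 2.56e-05 and 4.15e-08 from limma). With tR > K it had 237 ± 57.8 (-0.42, adjusted p = 0.996). Ncf1, its organizer subunit gene, rose from 1823 ± 354 with WT to 3997 ± 939 with tR > L and 4655 ± 1040 with tR > A, and fell to 436 ± 114 with tR > K (log2 fold change -2.08, adjusted p = 2.97e-05). Its log2 fold change with tR > L was 1.12 (adjusted p = 0.00836), and 0.98, under the fold threshold, without WT library 7.

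Of the 6 genes of the oxidase, 4 were higher with tR > A than with WT, 3 higher with tR > L and 1 lower with tR > K (5, 4 and 2 when adjusted over the list alone). Of 6 Fc receptor genes, 2 were higher with tR > A, 3 with tR > L, and 2 lower with tR > K (3 higher and 1 lower, 4 and 1, and 3 lower when adjusted over the list alone). camera called both lists in the 3 comparisons, with an estimated correlation too (highest adjusted p = 0.0404). The lists against MIEG had 4 genes of the oxidase higher and 1 lower with WT, tR > A and tR > L, and 3 and 1 with tR > K (the same counts when adjusted over the list alone, but 4 and 1 with tR > K). For tR > K against MIEG, camera gave adjusted p = 0.00276, and adjusted p = 0.0895 with an estimated correlation. The gene lower was Ncf4, which is high in B cells (1726 ± 382 with MIEG and 566 ± 110 with tR > K).

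Higher than with WT with both tR > A and tR > L were 54 genes, and lower with both 32, counts that share the WT libraries. With these split 2 and 2 between the mutants, so that each fit has fewer libraries, 12 to 25 genes were higher and 11 to 16 lower with both. Higher with tR > A and lower with tR > K were 49. Over all tested genes, which are not independent replicates, the log2 fold changes of tR > A and tR > L from WT correlated with r = 0.519. Since both use the same WT libraries, unchanged groups would give 0.498. The covariance was 0.113, and 0.0452 is expected from the shared libraries alone. With the split WT libraries, r was 0.274 for tR > A with tR > L and -0.341 for tR > A with tR > K.

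In its summary of the expression data, the paper concludes that loss of the charge of the arginine side chains (tR > A and tR > L, of which leucine also stands in for a methylated arginine) promotes the switch to myeloid cells. It concludes that tR > K, which keeps the charge but cannot carry arginine methylation, constrains the switch.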

### Phenotypic potential of p30 C/EBPα mutants in progenitor cells

In the absence of p42, p30 C/EBPα induces myeloid commitment and enhances leukemic expansion of progenitor cells, reflecting its functions as a regulator of cell fate and as a myeloid driver oncoprotein.^7^ We therefore examined the functional characteristics of WT and p30 C/EBPα mutant variants using serial colony replating of early progenitor cells derived from mouse bone marrow (lineage depleted, Sca1 positive, c-Kit negative, LSK; bone marrow cells derived from Cebpa^*fl/fl*^Cebpb^*fl/fl*^ “WT” mice).^21^^,^^22^ LSK cells were transduced with p30 C/EBPα or control vector and GFP^+^ sorted cells were plated in semi-solid medium supplemented with cytokines and replated following a standard regime to determine how p30 constructs affect the replication capacity and colony characteristics.^23^

Figure 3A schematically shows the examination of the colony morphology, clonogenicity, and proliferation capacity. Serial replating assays of c-Kit-enriched cells showed that GFP^+^ cells expressing tR > K p30 C/EBPα maintained replating capacity up to or beyond the fourth passage, whereas all other p30 C/EBPα constructs led to loss of clonogenicity after the second and third rounds of replating (Figure S3A). We next compared the serial replating capacity of early progenitor LSK cells and GMP cells (defined as lineage^−^Sca-1^−^c-Kit^+^FcgRIII^+^, Figure S3B) expressing p30 C/EBPα mutants side-by-side. For both hematopoietic developmental stages, the tR > K p30 C/EBPα mutant exhibited similar replating capabilities up to the fourth passage (Figures 3B and 3C). However, the cells derived from the LSK displayed more colonies in comparison to GMPs, indicating the superior clonogenicity of very early progenitors.

**Figure 3:**
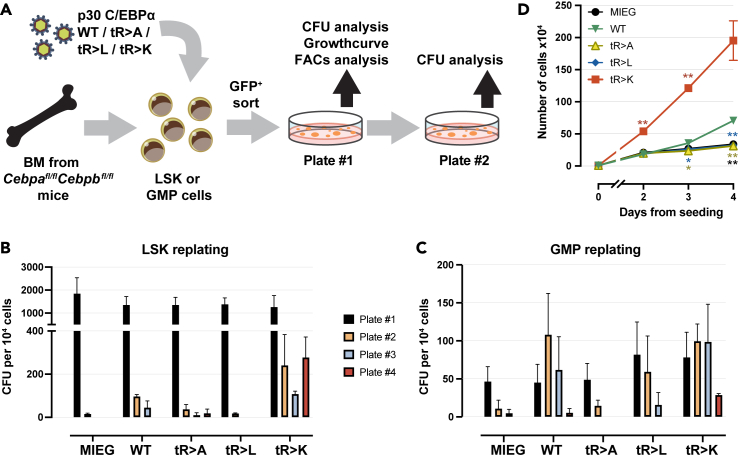
Serial replating potential of progenitor cells expressing WT or mutant p30 C/EBPα (A) Schematic representation of serial replating assay. Bone marrow cells were harvested from *Cebpa*^*fl/fl*^*Cebpb*^*fl/fl*^ mice. Cells were enriched for c-Kit using magnetic cell sorting, followed by LSK and GMP flow cytometry sorting. Retroviral infections were performed 24 h after cell harvesting (day 0). GFP^+^ cells were sorted at day 2-pi and plated. Colonies were counted/re-seeded every 7 days. (B and C) Colony formation recorded over four passages of replating LSK cells (B) and GMP cells (C). Colony numbers were determined by manual counting on scanned microscopic images. Colony formation rates per 10^4^ cells from three biological replicates are shown. Data are shown as mean ± SEM. (D) Growth curve of accumulative cell counts using cells derived from Plate #1 of total c-Kit enriched bone marrow replating (as shown in Figure S3A). Data are shown as mean ± SEM, significance was determined by two-way ANOVA analysis followed by Dunnett’s multiple comparisons test, as shown by asterisks in matching color, ∗*p* ≤ 0.05, ∗∗*p* ≤ 0.01, ∗∗∗*p* ≤ 0.005, ∗∗∗∗*p* ≤ 0.001. Results of one experiment with three technical replicates are shown. Three independent experiments were performed with similar results.

Cells derived from the starting c-Kit-enriched culture (Plate #1, Figures 3A and S3A) were further examined by proliferation analysis, including cell counting, colorimetric (WST-1) proliferation assay, and dye dilution assay. Notably, the tR > K p30 C/EBPα mutant expressing cells exhibited the highest increase in cell number (Figure 3D) and proliferation (Figures S3C and S3D) across all three assays compared to the other p30 C/EBPα variants. The tR > K p30 C/EBPα mutant also exhibit faster cytoplasmic dye dilution (CellTrace Violet, Figure S3D), indicating acceleration of the cell cycle. The WT p30 C/EBPα construct also induced proliferation and clonogenicity, although to a lesser extent than that of tR > K. Collectively, the results suggest that among the p30 C/EBPα constructs tested, the tR > K p30 C/EBPα variant augments both the clonogenic potential and the proliferation of progenitor cells at the HSC and GMP stages.

Next, we examined the fates of cells derived from LSK colonies (Plate #1, Figures 3A and S3A) that expressed WT or mutant p30 C/EBPα. Four morphological categories were used to determine colony types (Figure 4A). The predominant type of colonies induced by p30 C/EBPα tR > L exhibited a typical granulocytic CFU-G morphology, characterized by a compact core surrounded by dispersed small cells (Figure 4B). In contrast, most colonies generated by tR > K p30 C/EBPα resembled monocytic CFU-M, with highly dispersed colonies, containing large cells (Figure 4B). Thus, the emergence of CFU-G and CFU-M type colonies correlated with the tR > L and tR > K versions of p30 C/EBPα, respectively. Cytology of cells, as revealed by cytospins obtained from pooled colony populations, further supported these observations, showing a high proportion of typical neutrophil granulocytes at different maturation stages (bi- or multilobed, polymorphic nuclei, cytoplasmic azurophilic granules) in tR > L p30 C/EBPα cells while the majority of tR > K p30 C/EBPα were monocytes (rounded shape, pale blue-gray cytoplasm, small lilac granules, and vacuoles) (Figure S4A).

**Figure 4:**
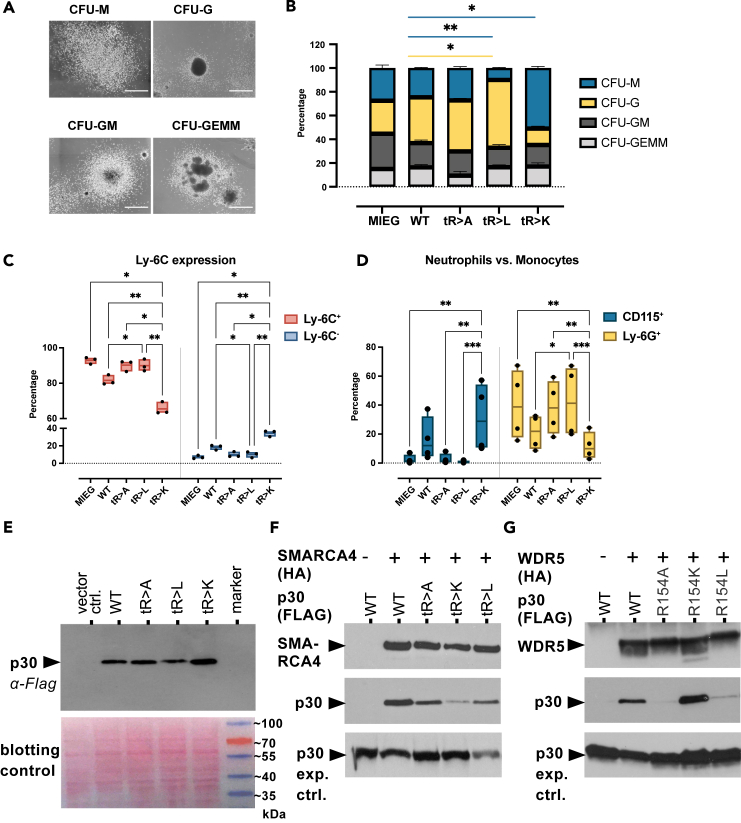
Myeloid differentiation induced by WT and mutant p30 C/EBPα (A) Characteristic types of colony morphologies on Plate #1. Scale bar 100 μm. Determination of colony types was as listed in Thermo Fisher Scientific (provider of methylcellulose based medium M3434 for colony formation assay used in this experiment). (B) Percentage of colony types on Plate #1. Constructs are indicated below stacked bar graphs. Colonies were counted using scanned images and categorized according to (A). Representative results from one experiment with three technical replicates are shown. Data are shown as mean ± SEM, significance was determined by two-way ANOVA analysis followed by Dunnett’s multiple comparisons test. Only significant comparison between WT and other constructs is shown, ∗*p* ≤ 0.05, ∗∗*p* ≤ 0.01, ∗∗∗*p* ≤ 0.005, ∗∗∗∗*p* ≤ 0.001, color code representing colony types are shown on the right. (C and D) Percentage of Ly6C^−^ and Ly6C^+^ population (C) and Ly6C^+^CD115^+^ monocytes and Ly6C^+^Ly6G^+^ neutrophils (D) on Plate #1. Data are shown as mean ± SEM, *n* = 3, significance was determined by two-way ANOVA analysis followed by Dunnett’s multiple comparisons test, ∗*p* ≤ 0.05, ∗∗*p* ≤ 0.01, ∗∗∗*p* ≤ 0.005, ∗∗∗∗*p* ≤ 0.001, only significant comparisons are shown. (E) Upper panel: Expression of WT and triple mutant p30 C/EBPα constructs in retroviral packaging plat-E cells. Protein lysates were separated by SDS-gel electrophoresis, blotted and probed with anti-FLAG to reveal p30 C/EBPα expression, as indicated. Lower panel: Ponceau staining as lysate and blotting control of the same blot. (F) Interaction of WT or triple mutant p30 C/EBPα with SMARCA4. HEK293T were co-transfected with SMARCA4-HA and C/EBPα-FLAG constructs, as indicated. SMARCA4 was immunoprecipitated and detected with anti-HA. Co-immunoprecipitated WT or triple mutant p30 C/EBPα was detected by anti-FLAG. Underneath: Expression controls of p30 C/EBPα constructs in cell lysates. (G) Interaction of WT or single mutant p30 C/EBPα with WDR5. Co-immunoprecipitation protocol as in F, from cells co-transfected with WDR5-HA and C/EBPα-FLAG constructs, as indicated. Underneath: Expression controls of p30 C/EBPα constructs in cell lysates.

Cells from colony Plate #1 were also analyzed by flow cytometry to distinguish the distribution of granulocytes (Ly6C^+^Ly6G^+^CD115^-^) and classical monocytes (Ly6C^+^Ly6G^−^CD115^+^) (Figure S4B). We noticed an accumulation of Ly6C^−^ cells in colonies with tR > K p30 C/EBPα, while these cells constituted less than 20% in the other groups (Figure 4C). Within Ly6C^+^ population, differentiation toward Ly6G^+^ granulocytes was pronounced with tR > L p30 C/EBPα, while CD115^+^ monocyte differentiation was favored with tR > K p30 C/EBPα (Figure 4D). The phenotypes induced by WT p30 C/EBPα fell between those induced by tR > A or tR > L p30 C/EBPα on one end of the spectrum and tR > K p30 C/EBPα on the other. Notably, the accumulated Ly6C^−^ population in tR > K p30 C/EBPα cells exhibited no overlap with other myeloid marker expressing populations (Ly6G, CD115, Cd11b, F4/80), ruling out the possibility they represent non-classical Ly6C^lo/neg^ monocytes, instead they likely represented an undifferentiated population (Figure S4C).

Finally, we examined whether the undifferentiated Ly6C^−^ population accounted for the enhanced proliferation of tR > K p30 C/EBPα expression cells using a dye dilution assay. Staining of Ly6C was integrated in the assay shown in Figure S4D. The dye dilution rate of Ly6C^+^ and Ly6C^−^ subsets showed minimal differences between tR > A, tR > L p30 C/EBPα expressing cells, while tR > K and WT p30 C/EBPα expressing cells showed higher division rate in the Ly6C^+^ subset (Figure S4D). In both Ly6C subsets, proliferation was highest with tR > K (Figure S4D). During a 7-day time course, we observed an overall trend in that the Ly6C^+^ population gradually diminished (in population percentage and cell fitness, microscopic observation, data not shown), while the Ly6C^−^ cells maintained growth. This implies that beside cell cycle progression, prevention of cell death may also play a role in tR > K p30 C/EBPα mutant cells. In these experiments (Figures 3 and 4), the endogenous *Cebpa*,*b* genes were not deleted, as the procedures for gene deletion would have opposed the maintenance of the primary progenitor status. Accordingly, the *Cebpa*^*fl/fl*^*Cebpb*^*fl/fl*^ cells are analogous to wild-type cells. Nevertheless, cell proliferation and differentiation of transgene-expressing cells were significantly different from the vector control group and resembled the differentiation observed with dKO-B cells (Figure 1). This suggests that the retrovirally expressed transgenes were dominant over any effects that might have been elicited by the endogenous *Cebpa*,*b* genes, as assessed by colony formation and differentiation of bone marrow cells. Altogether the data suggest that the tR > K p30 C/EBPα mutant supports proliferation of hematopoietic precursors and myeloid progenitors at various differentiation stages.

Seminal genetic studies conducted in *Drosophila melanogaster* and *Saccharomyces cerevisiae* have unveiled numerous components of the Trithorax/COMPASS-like/MLL and SWI/SNF/BAF complexes. These complexes, initially identified for their roles in segmental transformation and mating-type switching, have since been recognized as multi-component protein complexes involved in chromatin modification and remodeling, respectively. Both complexes are categorized within the Trithorax-group, a set of evolutionarily highly conserved epigenetic regulators crucial for cell type specification and tumorigenesis, including hematopoiesis and leukemogenesis.^24^^,^^25^

Previous studies have demonstrated physical and functional interactions of both complexes with C/EBPα during critical developmental processes in hematopoietic differentiation and proliferation.^9^^,^^26^^,^^27^ In an endeavor to integrate our biological findings with previously reported interactions, we investigated the core components of SWI/SNF and MLL complexes for their interaction with WT and mutant p30 C/EBPα using co-immunoprecipitation assays (Figures 4E–4G).

The interaction between SWI/SNF and C/EBPα has been previously documented to rely on the N-terminus of p30 C/EBPα.^28^^,^^29^^,^^30^ Additionally, proteomic analyses have shown an enrichment of SWI/SNF with the tR > L p30 C/EBPα mutant and methylated R140 over the WT, including the core ATPase subunit SMARCA4 (Brm).^12^ As illustrated in Figures 4E and 4F, co-immunoprecipitation confirmed that both differentiation enhancing tR > L, tR > A p30 C/EBPα mutants exhibited a stronger interaction with SMARCA4 (Brm) compared to the proliferation-enhancing tR > K p30 C/EBPα mutant, which displayed a reduced interaction.

Progenitor proliferation induced by p30 C/EBPα relies on the recruitment of the MLL complex through the adapter protein WDR5, which is also a constituent of several other chromatin regulatory complexes.^9^^,^^26^^,^^27^^,^^31^^,^^32^^,^^33^ To investigate the interaction of WDR5 with differentially methylated p30 C/EBPα N-termini, we employed the motif-based screening method of immobilized tiled peptides (PRISMA; utilizing both WT and post-translational modification-modified tiled peptide configurations).^14^ As depicted in Figures 4G and S4E–S4H, WDR5 exhibited highly specific binding to peptides containing the unmethylated R154 side chain configuration or to positive control peptides derived from histone H3 or MLL.^31^^,^^34^ Symmetric or asymmetric methylation at position R154 of p30 C/EBPα peptides, or substitution with alanine or citrulline, hindered the binding of WDR5, thus confirming the selectivity and methylation sensitivity of WDR5 interactions. Finally, co-immunoprecipitation assays validated the association of WDR5 with both WT and R154K p30 C/EBPα in cells, whereas the R154A and R154L p30 C/EBPα mutants exhibited reduced association with WDR5 (Figure 4G).

In summary, these findings highlight how distinct arginine residues and their modification status in p30 C/EBPα differentially influence the interaction with critical components of the MLL and SWI/SNF complexes.

## Discussion

Contrary to the prevailing concept that p30 C/EBPα primarily functions as a dominant-negative variant of the full-length p42 C/EBPα, our data show that p30 C/EBPα instead can direct cell fate and progenitor proliferation in a PTM-dependent fashion. Three conserved arginine residues (R140, 147, 154) located in the N-terminus of p30 C/EBPα are critically involved and point mutations at these sites distinctly modify the biological functions of p30 C/EBPα in lineage commitment, differentiation, and proliferation. Our data add evidence to the concept that arginine side chain methylation of pioneering TF can determine epigenetic outcomes upstream of histone modifications.^15^^,^^35^^,^^36^

The most plausible explanation for our data is that the p30 C/EBPα mutants represent hypo- and hypermorphic mimics of arginine methylation. Accordingly, tR > K p30 C/EBPα represents the unmethylated state of WT p30 C/EBPα and facilitates progenitor expansion and monocytic cell fate, while methylation of arginine side chains, represented by tR > L p30 C/EBPα, is associated with restrained progenitor expansion and granulocyte differentiation. This interpretation aligns with previous biochemical data demonstrating that the arginine methylation status of C/EBPs profoundly alters their interactomes and biological functions.^12^^,^^14^^,^^17^^,^^37^ Hence, forthcoming studies decoding the upstream and downstream regulatory p30 C/EBPα network in hematopoietic progenitor biology and leukemia should consider the cellular machinery involved in C/EBPα arginine methylation.

The tR > A,L p30 C/EBPα mutants and the tR > K evoke contrasting phenotypes in terms of cell lineage commitment. The tR > A,L mutants promote granulopoietic differentiation and attenuate clonogenicity and proliferation. In contrast, the tR > K p30 C/EBPα mutant, that retains the positively charged side chains, supports proliferation and elicits a monocytic phenotype.

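Spi1 (ENSMUSG00000002111, chromosome 2, 91082390 to 91115756), which encodes the myeloid transcription factor PU.1, had 1143 ± 282 normalized counts (SD, n = 4 libraries) with MIEG, 1797 ± 91 with tR > K, 2550 ± 315 with WT, 3371 ± 365 with tR > L and 3162 ± 361 with tR > A. It rose over MIEG by a log2 fold change of 1.18 with WT, 1.59 with tR > L and 1.49 with tR > A (standard error 0.15, highest adjusted p = 8.85e-06 from limma). Under a fold of 2 were the values for tR > K against MIEG (0.68, adjusted p = 0.00634) and for tR > A and tR > L against tR > K (0.81 and 0.90, highest adjusted p = 0.000804), while their differences from WT were 0.31 (adjusted p = 0.406) and 0.40 (adjusted p = 0.267). Gfi1, the repressor needed for neutrophil development, had 163 ± 36.7 with MIEG and 159 ± 32 with tR > K. Its log2 fold change from MIEG was 1.74 with tR > A (adjusted p = 1.9e-06) and -0.44 with tR > L (adjusted p = 0.162).

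In the list of 19 myeloid transcription factors, Nfil3 and Gfi1 were the 2 called higher with tR > A than with WT, and Id1 the 1 with tR > L (151 ± 33.4 normalized counts, log2 fold change from WT 2.38, adjusted p = 0.00272). The counts were the same when adjusted over the list alone. With tR > K none was called by limma. camera called the list for tR > A against WT (adjusted p = 0.000111, and adjusted p = 0.118 with an estimated correlation) and not for tR > L (adjusted p = 0.283).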

At the transcriptional level, we observed that both tR > A and tR > L induced the expression of lineage-specific transcription factors *Gfi1* (associated with the granulocytic lineage) and *Spi1* (encoding PU.1, associated with the monocytic lineage), consistent with previous findings involving p42 C/EBPα. However, the expression levels of these genes were compared only among p30 C/EBPα constructs and not with p42 C/EBPα. Therefore, it remains unclear how p30 and p42 compare in terms of the magnitude of PU.1 and GFI1 expression and their combinatory roles in driving monocytic versus granulocytic lineage commitment.^38^^,^^39^

Furthermore, Ly6G + neutrophils were absent in transdifferentiation experiments using Cebpa−/−Cebpb−/− B cells, whereas they were abundantly present in lineage differentiation experiments involving Cebpafl/flCebpbfl/fl bone marrow-derived cells. Accordingly, our data suggest that the tR > A and tR > L variants of p30 C/EBPα retain some functions similar to those of p42 C/EBPα, but not its full potential and that endogenous C/EBPα and C/EBPβ play a role in neutrophil differentiation. Additionally, this implies that the synergy and cross-regulation between p42 and p30 C/EBPα, as well as between C/EBPα and C/EBPβ, in conjunction with GFI1 and PU.1, need to be considered in future studies to fully understand lineage commitment.

The WT p30 C/EBPα settles between both phenotypes, in consistency with its arginine side chains in either unmodified or (partially) modified configuration. In accordance, methylation of human R142 (equivalent to rat R140) and the tR > L mutant were previously shown to enhance interaction with SWI/SNF, whereas methylation of R154 inhibits binding of WDR5 that mediates binding of the MLL complex.^12^^,^^27^^,^^32^ Thus, the differential interactions with SWI/SNF and MLL comply with the state of arginine modifications and with the biology of the p30 C/EBPα mutants, suggesting an important mechanistic connection.

Interestingly, the p30 C/EBPα triple mutants amplify the phenotypes that were already observed with single-site mutants (see Figure 2), suggesting individual and combinatorial functions of the adjacent arginine side chains. How can the functional co-operativity of adjacent arginine PTMs with their individual specificity be reconciled? PTM-dependent graduated non-stoichiometric functions are common biochemical features of linear regulatory protein motifs, including SLiMs.^40^^,^^41^^,^^42^ In the case of C/EBPα, we envisage that differential arginine modifications may “titrate” the reorganization propensity e.g., by structural “breathing” of the p30 C/EBPα N-terminus to modulate the access and function of its multivalent TE3-PPI motifs and, consequently, enable alternative biological outcomes. Considering the recent observation that C/EBPα undergoes biomolecular condensation that depends on aromatic amino acids in the intrinsically disordered N-terminal region, one may also consider phase-separation processes to be involved that are sensitive to arginine methylation.^43^ Notably, three highly conserved tyrosine residues (Y129/136/145) are located in the vicinity of the triple arginine residues in p30 C/EBPα. Alternating R-Y residues are a typical feature of IDRs that engage in non-covalent π-cation side chain interactions during polypeptide coalescence that are disrupted by arginine side chain methylation. Although speculative, this may explain why both, leucine and alanine substitutions of R140/147/154 p30 C/EBPα display similar biological outcomes, as neither alanine nor leucine side chains engage in pi-cation based interactions, while replacement with lysine can retain this function.^44^^,^^45^^,^^46^^,^^47^

### Limitations of the study

The findings presented in this study provide insights into key functions of the truncated p30 C/EBPα isoform and may hold promise for future targeted pharmacological interventions in p30 C/EBPα driven leukemia. However, the observations also raise questions about the dynamics and the enzymatic machinery involved in p30 C/EBPα methylation, its connections to cytokines and signaling pathways, intracellular transmission cascades, the underlying molecular genetics of chromatin structure, gene regulation, and homeostatic or leukemic effects in the living organism. As our studies are currently limited to *in vitro* assays, important future tasks will have to address C/EBP modifications in relation to normal hematopoiesis and disease in the living organism. Furthermore, investigating the impact of the respective p30 C/EBPα arginine PTMs in the p42 C/EBPα context will be important. Further, it will also be important to consider the positional isomeric status and the degree of arginine modifications, i.e., mono-, symmetric, and asymmetric arginine di-methylation, in relation to upstream signals and downstream effects, in analogy to what has been termed “histone code” in chromatin regulation. Moreover, methylation of arginine side chains appears to be largely irreversible, suggesting that it is a regulatory endpoint, except that citrullination by peptidyl arginine deiminases (PADI) may remove methylated and unmethylated arginine side chains to create a new side chain configuration.^48^

### Conclusions

In summary, the results shown here serve as a foundation and starting point, more comprehensive research on the connections between p30 C/EBPα PTM in the intact organism and its biological impact will be required. While the current study falls short of a holistic analysis, our data provide a rational of the dichotomous function of p30 C/EBPα in progenitor expansion and differentiation. This study may encourage further investigations of the physiological placement and impact of p30 C/EBPα PTM and its turnover in normal hematopoiesis and disease and as a pharmacological target.

## Resources availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Achim Leutz, .

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• The RNA sequencing data are publicly available at the National Center for Biotechnology Information with Gene Expression Omnibus accession no. GEO: GSE266544.
• This paper does not report original code.
• Any additional information required to reanalyze the data reported i this paper is available from the lead contact upon request.

## Acknowledgments

We thank Hans-Peter Rahn and Kirstin Rautenberg (MDC, Berlin, Germany) for the flow cytometry support; Alexandra Patmanidi (MDC, Berlin, Germany) and Vladimír Beneš (Genomics Core Facility, EMBL, Heidelberg, Germany) for the RNA-seq support; the team of the Protein Production & Characterization Technology Platform at the MDC (https://www.mdc-berlin.de/ppcp) for the technical assistance.

## Author contributions

L.T.N.: investigation, formal analysis, original draft, visualization, validation; K.Z.: investigation, formal analysis, data curation, validation; E.K.-L.: investigation, formal analysis, methodology, resources, validation, supervision; D.D.: formal analysis, methodology; A.S.: investigation, formal analysis; J.S.: investigation, formal analysis; A.M.: investigation, methodology, supervision; A.L.: conceptualization, supervision, project administration, funding acquisition, methodology, investigation, review and editing.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

CD115 APC	eBioscience	#17-1152-80
CD11 b PE	BD Pharmingen	#557397
CD19 PE-Cy7	eBioscience	#25-0193-81
Ly6G BV421	BioLegend	#127628
Biotin-conjugated cKit antibody	BioLegend	#105803
Anti-biotin magnetic beads	Miltenyi Biotec	#130-090-485
CD117 (cKit) PE-Cy7	eBioscience	#25-1171-82
Streptavidin PECy-7	BioLegend	#405206
Ly6A/E (Sca-1) PE	BD Pharmingen	#553336
CD3e APC (Lineage cocktail)	BD Pharmingen	#553066
Ly6C/Ly6G APC (Lineage cocktail)	BD Pharmingen	#553129
CD11b APC (Lineage cocktail)	BD Pharmingen	#553312
Ter119 APC (Lineage cocktail)	BioLegend	#116211
B220 APC (Lineage cocktail)	BD Pharmingen	#553092
CD11c APC (Lineage cocktail)	BD Pharmingen	#550261
CD5 APC (Lineage cocktail)	eBioscience	#17-0051-82
CD115 APC (Lineage cocktail)	BioLegend	#135509
CD16/32 PE	BD Pharmingen	#561727
CD117 (cKit) PE-Cy7	eBioscience	#25-1171-82
CD34 Alexa Fluor 647	BioLegend	#152205
Ly-6G Alexa Fluor 700	BioLegend	#127621
Ly-6C APC-Cy7	BioLegend	#128025
F4/80 Pacific Blue	BioLegend	#123123
CD115 Brilliant Violet 605	BioLegend	#135517
CD11b Brilliant Violet 711	BioLegend	#101241
CD11c PerCP-Cy5.5	BioLegend	#117327
anti-WDR5	Abcam	#ab56919
anti-mouse HRP	Invitrogen	#31431

**Bacterial and virus strains**		

E. coli T7 Express cells	NEB	#C2566H
Platinum-E Retroviral Packaging Cell Lines	N/A	N/A

**Chemicals, peptides, and recombinant proteins**		

Polybrene	Sigma	#TR-1003-G
Polyethylenimine	Polysciences	#24765-2
Red blood cell lysis solution	Miltenyi	#130-094-183
Methocult MC3434	STEMCELL Technology	#03444
WST-1 reagent	Roche	#05015944001
HisTrap FF crude column	Cytiva	#17528601
Superdex 200 prep grade column	XK 26 × 60, Cytiva	# 28-9893-36
RNAeasy Kit	Qiagen	#74104
mIL-3	STEMCELL Technology	#78042.1
mIL-6	STEMCELL Technology	#78052.2
mSCF	STEMCELL Technology	#78064.1

**Critical commercial assays**		

QuikChange Site-Directed Mutagenesis Kit	Stratagene	#200518
CellTrace Violet	ThermoFisher Scientific	#C34557
NextSeq500 platform	Illumina, EMBL Genomics Core Facility	N/A

**Deposited data**		

Raw and analyzed RNAseq data	This study	GEO: GSE266544

**Experimental models: Cell lines**		

v-Abl transformed Cebpa^Δ/Δ^Cebpb^Δ/Δ^ pre-B cells	Cirovic et al., 2017^18^	N/A
Bone marrow derived Cebpa^fl/fl^Cebpb^fl/fl^ cells	This study	N/A
HEKT-293 cells	This study	N/A

**Oligonucleotides**		

See Table S1	This study	N/A

**Recombinant DNA**		

pMSCV-IRES-EGFP (MIEG) retroviral vectors	Cirovic et al. 2017^18^	N/A
pRARE2 plasmid	Novagen	N/A

**Software and algorithms**		

Flowjo^TM^	FlowJo, LLC	V8
EVOS^TM^ FL^TM^ auto imaging system	Thermo Fisher Scientific	N/A

### Experimental model and study participant details

Experiments involved bone marrow-derived cells were extracted from *Cebpa*^*fl/fl*^*Cebpb*^*fl/fl*^ mice of both sexes, aged 8–12 weeks. The *Cebpa*^*fl/fl*^*Cebpb*^*fl/fl*^ mice were maintained and handled in compliance with the German Animal Welfare Act, following approvals by the local ethics committee Berlin State Office for Health and Social Affairs (LaGeSo).

### Method details

#### Cell culture

The LMT system employed the Cebpa^Δ/Δ^Cebpb^Δ/Δ^ v-Abl transformed pre-B cell line generated as described before.^18^ Briefly, bone marrow cells were isolated from the femur and tibia of 8- to 9-week-old *Cebpal*^*fl/fl*^-crossed (Zhang et al., 2004) and *Cebpb*^*flllf*^-crossed (Sterneck et al., 2006) *Cebpa*^*fl/fl*^*;Cebpb*^*fl/fl*^ mice and C57BL/6J wild-type controls. After erythrolysis, bone marrow cells were transduced with v-Abl-expressing retroviral supernatants and 8 μg/mL hexadimethrine bromide in complete DMEM (10% fetal calf serum (FCS), 10 mM HEPES, and penicillin/streptomycin (Gibco)) supplemented with 50 μM β-mercaptoethanol. Bone marrow cells were washed on the following day and medium was changed every other day. A stable cell line with a pre-B cell-like phenotype (CD19^+^, c-kit−, CD25^+^, IgM−) emerged after 4 weeks of culture. For *loxP* site recombination, 5 × 10^5^ B cells were washed three times in serum-free DMEM and incubated with purified TAT-Cre protein (50 μg/mL; a gift from Dr. K. Rajewsky) in serum-free DMEM at 37°C for 45 min. The cells were then washed and cultured for 24 h and seeded subsequently as single-cell clones (by fluorescence-activated cell sorting (FACS)) into 96-well plates. Deletion of the *Cebpa* and *Cebpb* genes was checked by PCR to identify double-knockout clones. The established clone 18 of this cell line was used throughout this study and termed dKO-B cells. dKO-B cells were maintained in complete DMEM (10% fetal bovine serum (FBS), 10 mM HEPES and penicillin/streptomycin) supplemented with 50 mM β-mercaptoethanol. For retrovirus generation, Plat-E was used as packaging cell line.

Bone marrow-derived progenitors and stem cells were culture in IMDM supplemented with 10 ng/mL IL-3, 10 ng/mL IL-6 and 20 ng/mL mSCF (termed cytokine supplemented-IMDM).

#### Expression constructs and retroviral infection

C/EBP genes were expressed using pMSCV-IRES-EGFP (MIEG) retroviral vectors as described.^18^ Point mutations in *Cebpa p42* were introduced by site-directed mutagenesis using the QuikChange Site-Directed Mutagenesis Kit (Stratagene #200518). Primers used for single mutant exchange were listed in key resources table. Mutated C/EBPa p42 constructs were used as templates for synthesizing p30 C/EBPα constructs using polymerase chain reactions and EcoRI/XhoI restriction site-targeted primers as listed. p30 C/EBPα fragments were cloned into MIEG to generate pMSCV_p30-mutant_3xFLAG_IRES_EGFP vectors. Triple mutants tR > A, tR > L, tR > K were commercially synthesized (GenScript) and cloned into MIEG.

Production of infectious retroviral supernatant were carried out using polyethylenimine to transfect 5 μg of retroviral plasmids into Plat-E packaging cells. Supernatant was collected at 48 h and 72 h after transfection. Retroviral supernatant containing various C/EBP constructs was added to dKO-B cells together with 8 μg/mL polybrene (Sigma). Cells were infected by spinoculation at 2000 rpm at 37°C for 1 h, following by overnight incubation. Cells were then washed and resuspended in fresh medium. Transdifferentiation of dKO-B cells was executed as described.^18^

#### Cell transfection

HEKT-293 cells were transfected with C/EBPα WT and mutant expression vectors in the absence or presence of hWDR-HA or hBrm-HA (SMARCA4) as indicated, using Polyethylenimine according to the manufacturer’s instructions (PEI, Polysciences #24765-2).

#### Flow cytometric analysis and sorting

After harvesting at indicated time points, cells were washed in cold FACS buffer (2% FCS, 2 mM EDTA in PBS) and incubated with Fc-blocking reagent (1:200, TruStain FcX, anti-mouse CD16/32, BioLegend). After washing, cells were proceeded to labeling with fluorescence-conjugated antibodies at 4°C for 30 min in the dark. Stained cells were washed and resuspended in FACS buffer containing propidium iodide (PI, BD Biosciences) for live-dead discrimination. Samples were measured using LSRFortessa analyzer. Cells were sorted using FACSAria II/III instruments (BD Biosciences). Gentamicin was added to buffer and post-sort cell culture medium at final concentration 10 μg/mL. Sorted cells were spun down in gentle cycle (700 rpm, 7 min) and resuspended in fresh medium. Measurement was recorded using FACSDiva and analyzed using Flowjo software v8.

#### Isolation of bone marrow cells and LSK cells

Bone marrow-derived cells were isolated from femur, tibia and part of hip joints of *Cebpa*^*fl/fl*^*Cebpb*^*fl/fl*^ mice. Bones were flushed with cold PBS using a syringe and a 24-gauge needle (for serial replating of total cKit-enriched bone marrow cells) or crushed in cold PBS (for serial replating of LSK and GMP cells) under sterile condition. Cell suspension was filtered through a 70 μM cell strainer before incubation with red blood cell lysis solution (Miltenyi) for 8–10 min on ice. Cells were washed and cultured in cytokine supplemented-IMDM or resuspended in PBS for further processing.

#### Enrichment of cKit^+^ cells

Isolated bone marrow cells were incubated with biotin-conjugated cKit antibody for 20 min at 4°C. After washing, anti-biotin magnetic beads were added to cell suspension (20 μL beads per 10^7^ cells) and incubated for 30 min at 4°C. Magnetically labeled cells were washed and resuspended in max. 10^9^ cells/mL and passed through equilibrated selecting columns (LS Column, Miltenyi) mounted on a MidiMACS or a QuadroMACS separator. Cell-loaded columns were washed 3 times with MACS buffer, transferred to a 15 mL centrifuge tube and eluted with 1 mL MACS buffer. Cells were then washed and cultured in cytokine supplemented-IMDM or prepared for further processing.

#### Colony serial replating assay

Colony serial replating assay was performed on C/EBPα p30 (WT or mutants) infected, GFP^+^ sorted bone marrow cells. Directly after sorting, cells were resuspended in cytokine supplemented-IMDM at 5 × 10^4^ cells/mL. Cell mixture was diluted in Methocult medium (MC3434, STEMCELL Technology) to obtain a final concentration of 5000 cells/mL. Semi-solid MC3434 cell mixtures were plated at 1 mL mixture/well (supplemented with 10 ng/mL IL-3, 10 ng/mL IL-6 and 20 ng/mL mSCF) in a 6-well meniscus-free dish (SmartDishTM, STEMCELL Technology) using a 3cc syringe and a blunt-end 16- gauge needle (STEMCELL Technology). Colony dishes were scanned using EVOS FL auto imaging system (Thermo Fisher Scientific) every 7 days for 4 passages (day 7, day 14, day 21 and day 28) at 4× magnification. Colonies with ≥50 cells were counted and classified by microscopical inspection based on morphology. Phenotyping of colonies was based on colony size, shape and compactness, cell size and shape, cell distribution within and around colonies.

To replate, cell suspension in three replicates were pooled, spun and washed with PBS. Colonies were well-suspended to obtain single cells suspension and diluted to 5 × 10^4^ cells/mL in cytokine supplemented-IMDM. Cell suspension was added to MC3434 aliquots and seeded as described above. Leftover cells of day 7 plates (Plate 1) were subjected to further analysis, including flow cytometric analysis, proliferation analysis and cytospin.

#### Proliferation assays

Growth curves were determined by cell counting and WST-1 assay. For cell counting, 10^5^ cells were seeded in 1mL cytokine supplemented IMDM into a 24-well plate in triplication. Cells were count every 24 h by staining with Trypan blue and using a Neubauer chamber.

For WST-1 assay, 10^4^ cells were seeded in 100 μL cytokine supplemented IMDM into a 96-well plate in triplication. Every 24 h, 10 μL of WST-1 reagent (Roche) was added to each well (1:10 dilution) and incubated at 37°C. After 60 min, absorbance of 450 nm wavelength was measured using an iMark microplate absorbance reader (Bio-Rad). A blank control wells, which contained equivalent cell culture medium was used for normalization of OD values. Proliferation rate was determined by dye-dilution assay using CellTrace Violet (ThermoFisher Scientific). Cells were processed following manufacturer’s suggested procedure. An aliquot of the culture suspension was drawn at indicated time points and labeled with antibodies including Ly6C, Ly6G, CD115 and CD11b. Labeled cells were measured as described; PI was used for live-dead determination.

#### May-Grünwald/Giemsa staining

Cells were spun onto glass slides using an Aerospray Slide Stainer cytocentrifuge (Wescor) at 500 rpm for 5 min. Air-dried slides were fixed with methanol before immersed into May-Grünwald solution for 5 min. After washing, slides were immersed in freshly prepared Giemsa solution for 35–45 min. Stained slides were rinsed, air-dried, and mounted with mounting solution (Roti-Histokitt II). Stained cells were observed under the microscope and captured at multicolor mode (EVOS, Invitrogen).

#### Protein extraction, immunoprecipitation and western blot

Production of whole cell lysates and immunoprecipitation of WT or mutant C/EBPα proteins were performed as previously described.^37^ Briefly, cells were lyzed for 30 min on ice (20 mM HEPES pH 7.8, 150 mM NaCl, 1 mM EDTA pH 8, 10 mM MgCl_2_, 0.1% Triton X-100, 10% glycerol, protease inhibitor cocktail (Merck), 1 mM DTT, 1 mM PEFA bloc (Böhringer), briefly sonicated and lysates were cleared by centrifugation. Immunoprecipitation was performed with antibodies as indicated for 2 h at 4°C. Immunoprecipitated proteins were collected on Protein-G Dynabeads (Invitrogen #10004D), separated by SDS-PAGE (Mini PROTEAN TGX, 4–15%, Bio-Rad #5671084) and immunoblots were incubated with antibodies (HA, Covance #MMS-101R; Flag, Sigma #F3165), as indicated and visualized by ECL (GE Healthcare, UK).

#### WDR5 protein production

DNA encoding amino acids 24–334 of human WDR5 was subcloned into the pQLinkH vector. The N-terminal His_7_-tagged protein was produced at 17°C using *E. coli* T7 Express cells (NEB) bearing the pRARE2 plasmid (Novagen). The purification protocol comprised mechanical cell lysis by sonication (SONOPULS HD 2200, Bandelin), affinity chromatography on a 5 mL HisTrap FF crude column (Cytiva) and size-exclusion chromatography on a Superdex 200 prep grade column (XK 26 × 60, Cytiva) pre-equilibrated with 20 mM HEPES-NaOH pH 7.5 and 0.5 M NaCl. The purified protein was supplemented with 1 mM DTT and 2.5% (v/v) 1,2-propanediol, flash-frozen with liquid nitrogen and stored at −80°C until usage.^49^

#### WDR5 interaction mapping on spot-synthesized tiling p30 C/EBPα peptides

To map post-translational dependent WDR5 interaction with the three arginine residues R140, R147, R154 contained in the p30 C/EBPα N-terminus a protein interaction screen on a custom PepSpot cellulose membrane (PRISMA; JPT Peptid Technologies, Berlin)^14^ was performed using tiling peptides of 13 aa length spanning the critical Arginine residues (see also Figure S4). Arginine residues within peptides were modified to Rme2as, Rme2sym, citrulline or alanine. Binding specificity was controlled by histone H3 or Mlll1 peptides as indicated. The membrane was washed in binding buffer (20 mM HEPES pH 7.8, 100 mM KCL, 0.2 mM EDTA pH 8, 1.5 mM MgCl2, 20% glycerol, 1 mM DTT, 100 μg/mL tRNA) for 20 min. Bacterially expressed and purified N-terminally His7-tagged human WDR5 protein (aa24-334; 10 μg/mL) was incubated in binding buffer with the membrane on a rocking platform on ice for 30 min.^12^^,^^14^ Filters were washed 3 × 5 min with binding buffer and subsequently blocked for 20 min with Rotiblock (Roth #A151.1) at RT. The WDR5 specific antibody (Abcam) was incubated in Rotiblock for 20 min at RT. The membrane was washed twice for 5 min with TBST 0.01% Tween and incubated with anti-mouse HRP antibody (Invitrogen) for 15 min at RT. After washing twice with TBST 0.01% Tween for 5 min, the filter was developed with ECL (Amersham) and signals determined and quantified on a Licor scanner (C-DiGit Blot Scanner).

#### Bulk RNA-sequencing

After virus infection (as in Figure 1), EGFP^+^ cells were sorted at day 4 p.i. and subjected to bulk RNA-sequencing. Cell pellets were resuspended in RNA lysis buffer (RNeasy Kit, Qiagen) and stored at −80°C. Quadruplicate samples harvested in different batches were processed altogether using RNAeasy Kit (Qiagen). For RNA-seq, 1 μg of total RNA was used. The concentration of extracted total RNA was measured using the Qubit 3 Fluorometer (Thermo Fisher Scientific). Quality and integrity of RNA were measured using the Eukaryote Total RNA Nano assay on a Bioanalyzer 2100 (Agilent Technologies). Preparation of barcoded mRNA-seq library and sequencing using NextSeq500 platform (Illumina) with paired-end reading at 75 bps read-length were performed at the EMBL Genomics Core Facility (Heidelberg, Germany).

#### Bioinformatic analysis of mRNA sequencing data

Raw sequencing reads were aligned to the mm10 reference genome using STAR version 2.7.9a. Subsequently, htseq-count version 0.1 was applied for gene expression quantification. Normalization and differential gene expression were performed with DESeq2 using an adjusted *p*-value cutoff of 0.05 and an absolute fold change of 2 as parameters defining differential expression. Functional analysis was done with gProfiler using GO:BP and KEGG as an annotation resource.

### Quantification and statistical analysis

Data were analyzed for statistical significance by tests indicated at each figure using GraphPad Prism 10.1.1. For comparisons among the groups, ANOVA analysis with Dunnett’s multiple comparisons tests were used. Data are shown as mean ± standard error of the mean (SEM), significance are represented as ∗*p* ≤ 0.05, ∗∗*p* ≤ 0.01, ∗∗∗*p* ≤ 0.005, ∗∗∗∗*p* ≤ 0.001; ns, not significant.

## References

[1] Heath V., Suh H.C., Holman M., Renn K., Gooya J.M., Parkin S., Klarmann K.D., Ortiz M., Johnson P., Keller J. (2004). C/EBPalpha deficiency results in hyperproliferation of hematopoietic progenitor cells and disrupts macrophage development in vitro and in vivo. Blood.

[2] Pabst T., Mueller B.U., Zhang P., Radomska H.S., Narravula S., Schnittger S., Behre G., Hiddemann W., Tenen D.G. (2001). Dominant-negative mutations of CEBPA, encoding CCAAT/enhancer binding protein-alpha (C/EBPalpha), in acute myeloid leukemia. Nat. Genet..

[3] Skokowa J., Lan D., Thakur B.K., Wang F., Gupta K., Cario G., Brechlin A.M., Schambach A., Hinrichsen L., Meyer G. (2009). NAMPT is essential for the G-CSF-induced myeloid differentiation via a NAD(+)-sirtuin-1-dependent pathway. Nat. Med..

[4] Zhang P., Iwasaki-Arai J., Iwasaki H., Fenyus M.L., Dayaram T., Owens B.M., Shigematsu H., Levantini E., Huettner C.S., Lekstrom-Himes J.A. (2004). Enhancement of hematopoietic stem cell repopulating capacity and self-renewal in the absence of the transcription factor C/EBP alpha. Immunity.

[5] Calkhoven C.F., Bouwman P.R., Snippe L., Ab G. (1994). Translation start site multiplicity of the CCAAT/enhancer binding protein alpha mRNA is dictated by a small 5' open reading frame. Nucleic Acids Res..

[6] Nerlov C. (2004). C/EBPalpha mutations in acute myeloid leukaemias. Nat. Rev. Cancer.

[7] Kirstetter P., Schuster M.B., Bereshchenko O., Moore S., Dvinge H., Kurz E., Theilgaard-Mönch K., Månsson R., Pedersen T.Å., Pabst T. (2008). Modeling of C/EBPalpha mutant acute myeloid leukemia reveals a common expression signature of committed myeloid leukemia-initiating cells. Cancer Cell.

[8] Hayashi Y., Hirai H., Yao H., Yoshioka S., Satake S., Kamio N., Miura Y., Ashihara E., Fujiyama Y., Tenen D.G., Maekawa T. (2011). BCR/ABL-Mediated Myeloid Expansion Is Promoted by C/EBPβ, a Regulator of Emergency Granulopoiesis. Blood.

[9] Wesolowski R., Kowenz-Leutz E., Zimmermann K., Dörr D., Hofstätter M., Slany R.K., Mildner A., Leutz A. (2021). Myeloid transformation by MLL-ENL depends strictly on C/EBP. Life Sci. Alliance.

[10] Bereshchenko O., Mancini E., Moore S., Bilbao D., Månsson R., Luc S., Grover A., Jacobsen S.E.W., Bryder D., Nerlov C. (2009). Hematopoietic stem cell expansion precedes the generation of committed myeloid leukemia-initiating cells in C/EBPalpha mutant AML. Cancer Cell.

[11] Jakobsen J.S., Laursen L.G., Schuster M.B., Pundhir S., Schoof E., Ge Y., d’Altri T., Vitting-Seerup K., Rapin N., Gentil C. (2019). Mutant CEBPA directly drives the expression of the targetable tumor-promoting factor CD73 in AML. Sci. Adv..

[12] Ramberger E., Sapozhnikova V., Kowenz-Leutz E., Zimmermann K., Nicot N., Nazarov P.V., Perez-Hernandez D., Reimer U., Mertins P., Dittmar G., Leutz A. (2021). PRISMA and BioID disclose a motifs-based interactome of the intrinsically disordered transcription factor C/EBPalpha. iScience.

[13] Schmidt L., Heyes E., Grebien F. (2020). Gain-of-Function Effects of N-Terminal CEBPA Mutations in Acute Myeloid Leukemia. Bioessays.

[14] Dittmar G., Hernandez D.P., Kowenz-Leutz E., Kirchner M., Kahlert G., Wesolowski R., Baum K., Knoblich M., Hofstätter M., Muller A. (2019). PRISMA: Protein Interaction Screen on Peptide Matrix Reveals Interaction Footprints and Modifications- Dependent Interactome of Intrinsically Disordered C/EBPbeta. iScience.

[15] Leutz A., Pless O., Lappe M., Dittmar G., Kowenz-Leutz E. (2011). Crosstalk between phosphorylation and multi-site arginine/lysine methylation in C/EBPs. Transcription.

[16] Bararia D., Kwok H.S., Welner R.S., Numata A., Sárosi M.B., Yang H., Wee S., Tschuri S., Ray D., Weigert O. (2016). Acetylation of C/EBPalpha inhibits its granulopoietic function. Nat. Commun..

[17] Torcal Garcia G., Kowenz-Leutz E., Tian T.V., Klonizakis A., Lerner J., De Andres-Aguayo L., Sapozhnikova V., Berenguer C., Carmona M.P., Casadesus M.V. (2023). Carm1-arginine methylation of the transcription factor C/EBPalpha regulates transdifferentiation velocity. Elife.

[18] Cirovic B., Schönheit J., Kowenz-Leutz E., Ivanovska J., Klement C., Pronina N., Bégay V., Leutz A. (2017). C/EBP-Induced Transdifferentiation Reveals Granulocyte-Macrophage Precursor-like Plasticity of B Cells. Stem Cell Rep..

[19] Nguyen L.T., Zimmermann K., Kowenz-Leutz E., Lim R., Hofstätter M., Mildner A., Leutz A. (2024). C/EBPbeta-induced lymphoid-to-myeloid transdifferentiation emulates granulocyte-monocyte progenitor biology. Stem Cell Rep..

[20] Cheetham S.W., Faulkner G.J., Dinger M.E. (2020). Overcoming challenges and dogmas to understand the functions of pseudogenes. Nat. Rev. Genet..

[21] Ikuta K., Weissman I.L. (1992). Evidence that hematopoietic stem cells express mouse c-kit but do not depend on steel factor for their generation. Proc. Natl. Acad. Sci. USA.

[22] Li C.L., Johnson G.R. (1995). Murine hematopoietic stem and progenitor cells: I. Enrichment and biologic characterization. Blood.

[23] Eaves C.J. (2015). Hematopoietic stem cells: concepts, definitions, and the new reality. Blood.

[24] Rodrigues C.P., Shvedunova M., Akhtar A. (2021). Epigenetic Regulators as the Gatekeepers of Hematopoiesis. Trends Genet..

[25] Cenik B.K., Shilatifard A. (2021). COMPASS and SWI/SNF complexes in development and disease. Nat. Rev. Genet..

[26] Ohlsson E., Hasemann M.S., Willer A., Lauridsen F.K.B., Rapin N., Jendholm J., Porse B.T. (2014). Initiation of MLL-rearranged AML is dependent on C/EBPalpha. J. Exp. Med..

[27] Grebien F., Vedadi M., Getlik M., Giambruno R., Grover A., Avellino R., Skucha A., Vittori S., Kuznetsova E., Smil D. (2015). Pharmacological targeting of the Wdr5-MLL interaction in C/EBPalpha N-terminal leukemia. Nat. Chem. Biol..

[28] Pedersen T.Å., Kowenz-Leutz E., Leutz A., Nerlov C. (2001). Cooperation between C/EBPalpha TBP/TFIIB and SWI/SNF recruiting domains is required for adipocyte differentiation. Genes Dev..

[29] Muller C., Calkhoven C.F., Sha X., Leutz A. (2004). The CCAAT enhancer-binding protein alpha (C/EBPalpha) requires a SWI/SNF complex for proliferation arrest. J. Biol. Chem..

[30] Muller C., Alunni-Fabbroni M., Kowenz-Leutz E., Mo X., Tommasino M., Leutz A. (1999). Separation of C/EBPalpha-mediated proliferation arrest and differentiation pathways. Proc. Natl. Acad. Sci. USA.

[31] Wysocka J., Swigut T., Milne T.A., Dou Y., Zhang X., Burlingame A.L., Roeder R.G., Brivanlou A.H., Allis C.D. (2005). WDR5 associates with histone H3 methylated at K4 and is essential for H3 K4 methylation and vertebrate development. Cell.

[32] Schmidt L., Heyes E., Scheiblecker L., Eder T., Volpe G., Frampton J., Nerlov C., Valent P., Grembecka J., Grebien F. (2019). CEBPA-mutated leukemia is sensitive to genetic and pharmacological targeting of the MLL1 complex. Leukemia.

[33] Guarnaccia A., Tansey W. (2018). Moonlighting with WDR5: A Cellular Multitasker. J. Clin. Med..

[34] Song J.J., Kingston R.E. (2008). WDR5 interacts with mixed lineage leukemia (MLL) protein via the histone H3-binding pocket. J. Biol. Chem..

[35] Saber J., Rudnicki M.A. (2022). Carm1 and the Epigenetic Control of Stem Cell Function. Stem Cells Transl. Med..

[36] Torcal Garcia G., Graf T. (2021). The transcription factor code: a beacon for histone methyltransferase docking. Trends Cell Biol..

[37] Kowenz-Leutz E., Pless O., Dittmar G., Knoblich M., Leutz A. (2010). Crosstalk between C/EBPbeta phosphorylation, arginine methylation, and SWI/SNF/Mediator implies an indexing transcription factor code. EMBO J..

[38] Rosenbauer F., Koschmieder S., Steidl U., Tenen D.G. (2005). Effect of transcription-factor concentrations on leukemic stem cells. Blood.

[39] Dahl R., Walsh J.C., Lancki D., Laslo P., Iyer S.R., Singh H., Simon M.C. (2003). Regulation of macrophage and neutrophil cell fates by the PU.1:C/EBPalpha ratio and granulocyte colony-stimulating factor. Nat. Immunol..

[40] van der Lee R., Buljan M., Lang B., Weatheritt R.J., Daughdrill G.W., Dunker A.K., Fuxreiter M., Gough J., Gsponer J., Jones D.T. (2014). Classification of Intrinsically Disordered Regions and Proteins. Chem. Rev..

[41] Moses A.M., Hériché J.-K., Durbin R. (2007). Clustering of phosphorylation site recognition motifs can be exploited to predict the targets of cyclin-dependent kinase. Genome Biol..

[42] Holehouse A.S., Kragelund B.B. (2024). The molecular basis for cellular function of intrinsically disordered protein regions. Nat. Rev. Mol. Cell Biol..

[43] Christou-Kent M., Cuartero S., Garcia-Cabau C., Ruehle J., Naderi J., Erber J., Neguembor M.V., Plana-Carmona M., Alcoverro-Bertran M., De Andres-Aguayo L. (2023). CEBPA phase separation links transcriptional activity and 3D chromatin hubs. Cell Rep..

[44] Crowley P.B., Golovin A. (2005). Cation-pi interactions in protein-protein interfaces. Proteins.

[45] Fisher R.S., Elbaum-Garfinkle S. (2020). Tunable multiphase dynamics of arginine and lysine liquid condensates. Nat. Commun..

[46] Gallivan J.P., Dougherty D.A. (1999). Cation-interactions in structural biology. Chemistry.

[47] Wang Q., Li Z., Zhang S., Li Y., Wang Y., Fang Z., Ma Y., Liu Z., Zhang W., Li D. (2022). Global profiling of arginine dimethylation in regulating protein phase separation by a steric effect-based chemical-enrichment method. Proc. Natl. Acad. Sci. USA.

[48] Tilvawala R., Thompson P.R. (2019). Peptidyl arginine deiminases: detection and functional analysis of protein citrullination. Curr. Opin. Struct. Biol..

[49] Scheich C., Kummel D., Soumailakakis D., Heinemann U., Bussow K. (2007). Vectors for co-expression of an unrestricted number of proteins. Nucleic Acids Res..

How the deposited data were processed for this re-analysis (not part of the article)

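Bulk mRNA was sequenced from v-Abl-transformed mouse pre-B cells without C/EBPα and C/EBPβ, sorted for EGFP on day 4 after infection with the empty vector (MIEG) or with WT, tR > A, tR > L or tR > K p30 C/EBPα, in 20 libraries, 4 in each of 5 groups. The authors aligned reads to mm10 with STAR 2.7.9a, counted them per gene with HTSeq 0.1 and normalized the counts with DESeq2, and the deposited table holds the signal of 28677 genes as these normalized counts. Each value is a count of reads divided by the size factor of its library. The smallest step between the values of a library therefore gives back its whole reads, and all values (100%) came out whole within 0.02 reads. Size factors ran from 0.484 to 1.39, and the reads in genes per library from 9905092 to 27485050 with a median of 19944161.

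Genes were tested with limma 3.58.1 in R 4.3.3, with the trend option, on log2(normalized count + 1) in 1 fit of the 20 libraries, for all 10 pairs of groups. A gene was tested with a value of at least 10 in at least 4 libraries, which kept 13605. Tests were two-sided and adjusted by Benjamini-Hochberg within each comparison, at an adjusted p of 0.05 and a fold change of 2, as in the paper. Counts of list members that were higher or lower use the adjusted p without the fold. DESeq2 1.42.0 and edgeR 4.0.16 were run on the recovered reads. The pipeline was tested on simulated data, where limma found 86% of 100 genes changed by a log2 fold of 1.5 and 98.0% of those changed by 3. Single values and scores of groups were compared by exact permutation tests over all 35 ways of splitting 8 libraries, whose smallest two-sided p is 0.0286. Correlations used 100000 permutations within groups.

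Before the data were examined, 35 lists of genes were fixed, of which 34 had at least 3 tested genes. They were tested against the other genes with camera at its preset correlation of 0.01 and again with an estimated correlation, and their members were also adjusted over the list alone. The score of a list is the mean of its centred log2 values. Principal components used the 500 most variable genes. A gene is specific to a group when it was called in the same direction against all 4 other groups.

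The genes named in the text were set by a rule written before the data were examined. It takes every gene that the paper names, for some of which values in a figure of the paper had been seen. For each comparison it takes the 10 highest and the 10 lowest called genes with a mean of at least 50 and no overlap between groups, in each list the 4 members with the largest change, and for each construct the 10 most specific genes. Genes outside this rule are said to have been chosen after their values were seen.

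Alternatives set before the data were examined were pseudocounts of 0.5 and 5, no filter and a filter at 50, TMM and quantile scaling, the 8 libraries of a pair alone, array weights, 1 surrogate variable (sva 3.50.0), DESeq2, edgeR, no fold threshold, limma's treat, and leaving out each library in turn. Chosen after the data were seen were fits without libraries 9, 13, 15, 18 and 19 (the most astroglial transcripts) and without libraries 11 and 15. So were count tests without library 16, other sets of comparisons, and a block of the 2 sets of libraries that differ most within groups. Nothing in the labels pairs the libraries or gives their batches. The data from flow cytometry, colony assays and protein interactions in the paper were not analysed here.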

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

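The tests of a change of the cells under a construct, of the paralogs of Ryr2 and of its neighbourhood were chosen after the result was seen, and the samples below were found by Dixon's test at 95% in 335 groups of 4 libraries, of which 22 were found where chance gives about 1 in 20.

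Genes of astroglia, which the paper does not discuss, have reads in some libraries. The summed normalized counts of 17 such genes were 2915.6 in tR > L library 13, 1167.6 in tR > A library 9, 746.6 in tR > L library 15, 733.6 and 297.6 in tR > K libraries 19 and 18, 168.2 and 113.8 in WT libraries 8 and 7, 156.1 in tR > K library 20, 123.8 in tR > A library 10, and 20.7 to 65.6 with MIEG. The score of genes not looked at before followed that of the genes looked at over the 20 libraries (Spearman rho = 0.8226). This fits RNA or library material of an astroglial sample. A change of the cells that raised these genes together would give the same, so the relation does not tell these explanations apart. By the limit set before, 1 source carried into several libraries fits too (chi-square over its degrees of freedom 1.409). A single exact ratio would give about 1 (chi-square 123.99 over 88 here), so 1 source is not shown. A change of the cells in every library of WT, tR > A or tR > L is excluded, since all 3 have a library at or below the highest MIEG library. A change in some of their libraries alone is not excluded by this rule. Under tR > K it stays open, as its lowest library, 17, has 66.3 against at most 65.6 with MIEG, and the others lie higher. By the score, library 17 (1.98) lies below MIEG library 3 (2.01). The source of the transcripts was not found.

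Lower with tR > K than with MIEG, but higher with tR > A or tR > L than with tR > K, were 16 genes, among them Elane, Prtn3, Ccr2, Igsf6 and Stfa1. Carry-over of RNA from tR > A or tR > L libraries into MIEG is excluded, since the 10 genes highest in tR > A over MIEG reach at most 0.4339% of their tR > A level in MIEG. Scaling between the libraries is excluded too, as 15 of the 16 were called lower under both other scalings. Without libraries 9, 13, 15, 18 and 19, which leaves fewer tR > K libraries, 8 of the 16 were called. Lower with WT than with MIEG were 7 of the 16, and a biological explanation was not tested.

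Ryr2 was high in the tR > A libraries. RNA of heart muscle as its source in tR > A is excluded, since the highest cardiac gene there, Mybpc3, had 3.712% of the Ryr2 mean. Other libraries do hold cardiac transcripts. The summed normalized counts of 16 cardiac genes were 776.7 in MIEG library 2 and 529.8 in WT library 8, against at most 160.3 elsewhere. Ryr2 itself had 23.64 in MIEG library 2 and 0 in the other MIEG libraries. The source of these cardiac transcripts was not tested. Reads of the paralogs Ryr1 and Ryr3 are excluded with at most 1.947%, and a change of the whole chromosomal neighbourhood with 0 of 10 tested genes within 1000000 bases called higher. A direct effect of tR > A on the gene was not tested.

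The other samples far from the 3 others of their group are given as values. Mitochondrial transcripts took 18.03% of the reads of tR > A library 11, against at most 8.276% in the others. The mean log2 value of the neutrophil granule list was 4.985 in tR > L library 15 (others from 6.274), that of the pan-myeloid list 8.954 in tR > A library 11 (from 9.327), and that of the NADPH oxidase 10.64 in WT library 7 (from 10.9) and 11.74 in tR > A library 11 (from 12.04). For Fc receptors it was 5.753 in WT library 7 (from 6.586) and 7.937 in tR > A library 12 (up to 7.825). Cyclin-dependent kinase inhibitors had 8.791 and the lysosome list 10.07 in tR > L library 15 (from 9.14 and 10.43). Interferon-stimulated genes had 6.989 in tR > K library 20 (up to 6.855), SWI/SNF subunits 10.35 in tR > A library 11 (up to 10.2) and the BCL2 family 9.834 in MIEG library 2 (from 9.959).

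Among single genes, Bcl2 had 1071 normalized counts in tR > A library 12 (others up to 897.4), Gfi1 697.8 in tR > A library 11 (up to 491) and Jchain 118 in tR > K library 17 (up to 62.43). Dtx4 had 176.7 in MIEG library 4 (up to 124.1) and 117.9 in WT library 7 (from 187.6). Cebpa had 9426 in tR > K library 19 (up to 7154), where Ly6g had 0.89 (0 in the others). Adgre1 had 0.95 in MIEG library 1 (from 2.36), Smarca4 11090 in tR > A library 11 (up to 7089) and Wdr5 2001 in tR > A library 12 (from 2379).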

How the results depend on the processing

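In 36 alternatives, no difference that passed the adjusted p for a gene named in the text turned its sign. Values that did not pass were not followed in this way. For tR > L against WT the larger share of called genes turned from lower to higher without WT library 5 or 8, with no filter on low values, with limma treat and without libraries 9, 13, 15, 18 and 19. No paired analysis was possible because the library numbers are not shared between groups. WT library 7 had the fewest reads in genes, 9905092, which limits the precision of low genes in it. The fits with fewer libraries or genes, and the block of the 2 sets of libraries, were chosen after the data were seen where this is said. The cause of a moved count was not tested, except where fewer genes or libraries were tested or the threshold itself was changed.

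Leaving out 1 library at a time gave 676 to 797 genes for WT against MIEG, 1269 to 1506 for tR > A, 884 to 986 for tR > L and 347 to 422 for tR > K. Against WT it gave 215 to 301 for tR > A, 117 to 178 for tR > L and 72 to 130 for tR > K. For tR > A against tR > L it gave 100 to 166, for tR > A against tR > K 546 to 638, for tR > L against tR > K 263 to 335, and 1559 to 1778 in at least 1 comparison. Genes specific to WT were 0 to 2, to tR > A 42 to 83, to tR > L 4 to 10 and to tR > K 2 to 6. The place of WT between tR > K and tR > A had a median of 0.372 to 0.429 in 89.0% to 92.2% of genes, and between tR > K and tR > L 0.413 to 0.477 in 81.2% to 88.3%. The largest difference of Cebpa between constructs was 0.14 to 0.36, its smallest from MIEG 9.61 to 10.87, and the first principal component held 54.6% to 61.5%. Lists called were 12 to 16, 15 to 17, 13 to 16 and 7 to 12 for WT, tR > A, tR > L and tR > K against MIEG, 15 to 18, 17 to 24 and 14 to 19 for the mutants against WT, 12 to 19 for tR > A against tR > L, 13 to 16 for tR > A against tR > K and 12 to 16 for tR > L against tR > K, and 137 to 160 for the scores of lists.

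Without a fold cutoff, 1513, 3134, 2312 and 725 genes were called for WT, tR > A, tR > L and tR > K against MIEG, 508 for tR > A against WT, 238 for tR > A against tR > L, 1259 for tR > A against tR > K, 567 for tR > L against tR > K and 3755 in at least 1 comparison. With limma treat these were 256, 558, 343, 102, 41, 44, 207, 79 and 628, with 16 for tR > L and 20 for tR > K against WT. With a filter at 50, tR > A against MIEG had 877, tR > L 646 and all comparisons 1057.

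With array weights, tR > K against MIEG had 642, tR > A, tR > L and tR > K against WT 617, 386 and 212, and tR > A against tR > L 420. Genes specific to WT, tR > A, tR > L and tR > K were 8, 192, 29 and 10, and 85.5% of genes had WT between tR > A and tR > K. With 1 surrogate variable, tR > A against tR > L had 237, and the specific genes were 3, 123, 14 and 11.

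Specific to WT were 5 genes with pseudocount 5, 3 with no filter on low values, 2 with quantile normalization, 3 with only the 8 libraries of the pair, 3 with DESeq2 on reads, 2 with edgeR on reads, 2 and 2 with DESeq2 and edgeR leaving out library 16, and 5 with the 2 sets as a block. Specific to tR > A were 123 with DESeq2 and 124 leaving out library 16, to tR > L 15 with DESeq2, and to tR > K 1 with pseudocount 5, 2 with edgeR and 1 with edgeR leaving out library 16. With only the 3 comparisons among constructs, 16 were specific to tR > L and 82 to tR > K. In the 6 comparisons among the p30 constructs 774 genes were called, and in the 3 comparisons with WT 417.

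Without libraries 9, 13, 15, 18 and 19, tR > K against MIEG had 271, tR > L and tR > K against WT 100 and 39, tR > A against tR > L 41, tR > A against tR > K 360 and tR > L against tR > K 158. The specific genes were 0 for WT, 28 for tR > A, 2 for tR > L and 1 for tR > K. WT lay between tR > L and tR > K in 92.4% of genes, and the first component held 66.5%. Without libraries 11 and 15, tR > A against tR > L had 99, with 3 specific to WT and 5 to tR > L.

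The median place of WT between tR > L and tR > K was 0.375 with pseudocount 5 and 0.375 with quantile normalization. The first component held 51.7% with 1000 genes, 37.1% with all tested genes, 52.7% with unit variance, 63.1% with pseudocount 5 and 53.4% with quantile normalization. With an estimated correlation, camera called 6, 8, 6 and 0 lists against MIEG for WT, tR > A, tR > L and tR > K, 9, 6 and 8 against WT for tR > A, tR > L and tR > K, 6 for tR > A against tR > L, 8 for tR > A against tR > K and 8 for tR > L against tR > K. Of its 148 calls 65 held. With the WT libraries split, the correlations of changes were 0.274 for tR > A with tR > L, -0.341 for tR > A with tR > K and 0.00496 for tR > L with tR > K. With the 2 sets as a block, 1865 genes were called in at least 1 comparison, and 146 of the 148 list calls held. Counts other than that of the genes specific to WT stayed within 1.5 times, and each called gene kept its direction in both sets. The sets are balanced over the groups and were chosen for the variance they hold, so kept calls were close to given and are no support.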

Differences from the paper's values

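The counts and shares that the paper states were within 1.5 times of the main values, the limit set for a difference. The paper's 1273 genes altered in at least 1 comparison stand beside 1679 at the same thresholds. Planned settings over that limit are no filter on low values (2061), array weights (2316), no fold cutoff (3755) and limma treat (628), and so are counts over other sets of comparisons, 774 among constructs and 417 with WT, which were chosen after the values were seen. For the principal components, about 63% and about 9.3% in the paper's figure of the components, read by eye, stand beside 58.1% and 9.95%. All tested genes gave 37.1% and 17.3%, which differ. In that figure tR > L lies highest on the second component, while here tR > K does (15.9 against 0.711 for tR > L). The sign of a component is arbitrary, but by its mean tR > L lies at neither end here. The third component here, with 8.35% of the variance, has tR > L at 8.95 to 26.4, tR > K at -17.2 to 2.19 and WT at -21.6 to -7.36.

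The paper states that Elane is higher with tR > A and tR > L than with WT. Here it was higher with tR > L, and tR > A had a log2 fold change of 0.30 from WT (adjusted p = 0.999 from limma). The paper states the same of Gfi1, S100a8 and Mmp8, which were called with tR > A. With tR > L, Gfi1 had -0.46 (adjusted p = 0.473), S100a8 0.39 (0.966) and Mmp8 1.19 (0.25). Prtn3 was called with both. The paper also states that tR > L raised Gfi1 and Spi1, and that it set their levels side by side for p30 constructs alone. Spi1 with tR > L was not called against WT (0.40). It was called against MIEG, as it was with WT (1.18). Gfi1 with tR > L had -0.44 against MIEG (adjusted p = 0.162).

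The paper describes a graded loss of Cd22, Bach2 and Bcl2 over the constructs. Bach2 and Bcl2 had means in that order, while those of Cd22 ran from 2668 with WT to 3687 with tR > L. Cd22 was not called with tR > L (adjusted p = 0.0656) or tR > K (0.102) against MIEG. It was called with the block of the 2 sets of libraries (0.000385 and 0.000474), a setting chosen after the values were seen. The block is balanced over the groups and leaves fold changes as they were, so that it dropped none of the called genes is no support.

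The paper places Rag1, Rag2 and Ly6a higher with tR > K and WT than with tR > A and tR > L. Jchain was called so in all 4 comparisons, and Rag2 for tR > A against WT. Not called were Rag1 for tR > A against WT (adjusted p = 0.082) and Ly6a for tR > A (0.0938) and tR > L (0.0658) against WT. The block, chosen after the values were seen, called these 3 (0.0355, 0.0357 and 0.0224), and Rag1 and Rag2 were not called between tR > A and tR > K (0.325 and 0.214, with the block 0.194 and 0.0838). Called neither way were also Rag1 and Rag2 for tR > L against WT (0.442 and 0.397, with the block 0.219 and 0.145) and against tR > K (0.888 and 0.996, with the block 0.706 and 0.983). The same holds for Ly6a against tR > K with tR > A (0.299, with the block 0.164) and tR > L (0.273, with the block 0.136).

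Among genes that the paper assigns to 1 mutant, Flt3 was not higher with tR > A than with WT (log2 fold change 0.15, adjusted p = 0.987), and Vcam1 was too low to be tested, with 2.17 normalized counts with tR > A, while Gfi1, Trib1 and Vcan, which its figure of mutant-specific genes shows where its text has Vcam, were called. Of those it assigns to tR > L, Dtx4 (adjusted p = 0.0557) and Rgs3 (0.0721) were not called against WT, and Cd300lg and Fcer1g were. The block chosen after the values were seen called Rgs3 (0.0413).

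The paper states that tR > K raised some pseudogenes, and its figure of genes with mutant-specific patterns includes Phf10 and Gm5093. Both were above MIEG (adjusted p = 0.0142 and 0.0315), Phf10 is protein-coding in the annotation, and neither was called against WT (adjusted p = 0.6 and 0.937). No pseudogene was higher with tR > K than with WT by limma, DESeq2 or edgeR. The paper also places mitochondrial pseudogenes among genes induced marginally or not at all by tR > L. Here 0 of 7 tested were called lower with tR > L than with WT (lowest adjusted p = 0.63). These 7 were chosen here by sequence after the values were seen and may not be those of the paper.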

Other observations

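The rules that decide the tests of chance below were written after the counts were seen, and the split of the libraries into 2 sets was found after they were seen. Genes of mitosis were lower with tR > A than with MIEG, 14 of 20 by limma (19 when adjusted over the list alone), among them the motor gene Kif11 (log2 fold change -0.95) and the topoisomerase gene Top2a (-0.74). With WT 3 were lower (6 when adjusted over the list alone). The list scores of MIEG libraries 3 and 4 (0.37 and 0.59) stood above those of libraries 1 and 2 (0.03 and 0.08), which are in the other of the 2 sets of libraries. Of 20 genes of S phase, 6 were lower with tR > A, also when adjusted over the list alone. There MIEG libraries 3 and 4 had 0.36 and 0.54, while 1 and 2 (-0.16 and -0.14) overlapped tR > A libraries 9 and 10 (-0.21 and -0.06). camera called both for tR > A (adjusted p = 1.44e-07 and 0.000323, and adjusted p = 0.18 and adjusted p = 0.337 with an estimated correlation). Of 6 cyclin-dependent kinase inhibitor genes 3 were higher with tR > A, Cdkn2a (1.87), Cdkn1a (1.57) and Cdkn2b (1.28), and 1 lower (3 and 2 when adjusted over the list alone), without a call by camera (adjusted p = 0.271). For all 17 genes of cholesterol synthesis the mean with WT was below those with tR > A and tR > L, with 1 called higher for tR > A (Mvd, 0.61) and 0 for tR > L (5 and 1 when adjusted over the list alone). camera gave adjusted p = 5.69e-06 and 1.35e-06, and adjusted p = 0.194 and adjusted p = 0.134 with an estimated correlation.

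Of 7 Schlafen genes, Slfn1 (-3.13) and Slfn2 (-0.68) were lower with tR > K than with WT (3 when adjusted over the list alone, camera adjusted p = 0.0244 with an estimated correlation). Of 16 interferon-stimulated genes 3 were higher and 1 lower with WT than with MIEG (7 and 1 when adjusted over the list alone, 0.0491 with an estimated correlation). Of 24 SWI/SNF subunits 7 were lower with tR > A than with MIEG, among them Smarca4 (-1.39) and Bcl7a (-1.27), and 11 when adjusted over the list alone (camera, adjusted p = 0.00135, and adjusted p = 0.226 with an estimated correlation). Of 20 lysosome genes 8 were higher with tR > A than with MIEG (12 higher and 1 lower when adjusted over the list alone), with camera at adjusted p = 8.27e-05, and adjusted p = 0.19 with an estimated correlation. Of 16 glycolysis genes 7 were higher with tR > L than with MIEG (10 higher and 1 lower when adjusted over the list alone), with camera at adjusted p = 0.000474, and adjusted p = 0.384 with an estimated correlation.

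In the other lists fixed before the data were examined, members called for tR > A against WT were 0 of 6 for MHC class II, 2 of 12 for stem and progenitor genes, 0 of 18 for ribosome biogenesis, 0 of 16 for MLL subunits, 0 of 9 for arginine methyltransferases, 1 of 12 for the BCL2 family, 0 of 12 for p53 targets, 1 of 16 for heat shock, 0 of 14 for the unfolded protein response and 0 of 13 for mitochondrial mRNAs. Among markers of other cells they were 1 of 3 for T and NK cells (Cd3d, -3.34), 1 of 3 for erythroid cells and megakaryocytes (Ppbp, 3.82), 1 of 7 for dendritic cells, 2 of 8 for plasma cells and 0 of 3 for fibroblasts. The list of mast cells and eosinophils had 2 tested genes and was not tested as a list.

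With the 8 libraries of a pair split 4 and 4 in all 35 ways, 1 split, the real one, reached the count of genes called in 9 of the 10 comparisons. By the rule this excludes grouping by chance in each of these taken alone. The least share this test can give is 1 in 35, and the comparisons were not adjusted for their number. The real count and the highest of the other splits were 769 and 2 for WT, 1386 and 487 for tR > A and 980 and 389 for tR > L against MIEG, 288 and 0, 171 and 0 and 112 and 2 for tR > A, tR > L and tR > K against WT, 156 and 5 for tR > A against tR > L, 629 and 0 for tR > A against tR > K and 328 and 2 for tR > L against tR > K. For tR > K against MIEG grouping by chance is not excluded, as 2 splits reached 407, and the other, with 427, sets libraries 1, 2, 19 and 20 against the rest. That split follows the 2 sets of libraries, and with the sets as a block 481 genes were called. The 487 of tR > A come from the same kind of split (libraries 1, 2, 11 and 12), with 1503 genes under the block. Splits that call many genes point to structure of the samples.

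For lists called by camera at the preset correlation, the real split alone reached its count only in tR > L against WT. It had 19 lists there, against at most 14 in the other splits. Every comparison was looked at without adjustment for their number, so this 1 result does not exclude grouping by chance. With an estimated correlation, camera called 6 lists in tR > L against WT. The splits that reached the real count, the real one included, were 4 for WT, 5 for tR > A, 3 for tR > L and 4 for tR > K against MIEG, 7 for tR > A and 2 for tR > K against WT, 4 for tR > A against tR > L, 12 for tR > A against tR > K and 3 for tR > L against tR > K. The real count and the highest other were 13 and 16, 15 and 17, 16 and 16, 9 and 14, 15 and 16, 16 and 17, 16 and 19, 14 and 18, and 15 and 17 in this order. Among 100 labellings of the 20 libraries, 1, the real one, reached 1679 genes (highest other 859), and 1 reached the genes specific to each construct (0 in the others).

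The share of histone transcripts was 0.0337% in the set of libraries with more mitochondrial reads and 0.0169% in the other (SD 0.0114 and 0.00415, n = 10 each). Over the 20 libraries the shares of mitochondrial and histone transcripts were related within groups (Pearson r = 0.89, permutation p = 6e-05, adjusted p = 8e-05, Spearman rho = 0.869, permutation p = 9e-05, adjusted p = 0.00012, and r = 0.831 without the 2 farthest, 4 relations computed). The share of mitochondrial transcripts and the first principal component gave r = -0.43 (permutation p = 0.113) and rho = -0.33 (permutation p = 0.235). The sets were taken from the values and not from a label.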
